# Zinc transporter ZIP13 suppresses beige adipocyte biogenesis and energy expenditure by regulating C/EBP-β expression

**DOI:** 10.1371/journal.pgen.1006950

**Published:** 2017-08-30

**Authors:** Ayako Fukunaka, Toshiyuki Fukada, Jinhyuk Bhin, Luka Suzuki, Takamasa Tsuzuki, Yuri Takamine, Bum-Ho Bin, Toshinori Yoshihara, Noriko Ichinoseki-Sekine, Hisashi Naito, Takeshi Miyatsuka, Shinzaburo Takamiya, Tsutomu Sasaki, Takeshi Inagaki, Tadahiro Kitamura, Shingo Kajimura, Hirotaka Watada, Yoshio Fujitani

## Abstract

Given the relevance of beige adipocytes in adult humans, a better understanding of the molecular circuits involved in beige adipocyte biogenesis has provided new insight into human brown adipocyte biology. Genetic mutations in *SLC39A13/ZIP13*, a member of zinc transporter family, are known to reduce adipose tissue mass in humans; however, the underlying mechanisms remains unknown. Here, we demonstrate that the *Zip13*-deficient mouse shows enhanced beige adipocyte biogenesis and energy expenditure, and shows ameliorated diet-induced obesity and insulin resistance. Both gain- and loss-of-function studies showed that an accumulation of the CCAAT/enhancer binding protein-β (C/EBP-β) protein, which cooperates with dominant transcriptional co-regulator PR domain containing 16 (PRDM16) to determine brown/beige adipocyte lineage, is essential for the enhanced adipocyte browning caused by the loss of ZIP13. Furthermore, ZIP13-mediated zinc transport is a prerequisite for degrading the C/EBP-β protein to inhibit adipocyte browning. Thus, our data reveal an unexpected association between zinc homeostasis and beige adipocyte biogenesis, which may contribute significantly to the development of new therapies for obesity and metabolic syndrome.

## Author summary

Inducible brown fat-like cells, named beige adipocytes have recently been a topic of great interest, mainly because they are induced in response to external cues, and are closely associated with adult human brown adipocyte. Therefore, the identification of selective molecular circuits involved in beige adipocyte biogenesis and thermogenesis will enable the selective induction of white adipocyte browning as a therapy for obesity. Here, we show that zinc homeostasis, which is controlled by ZIP13, a protein associated with human disease, is essential for the accurate regulation of beige adipocyte differentiation. Inhibition of ZIP13 function enhances beige adipocyte biogenesis and thermogenesis, highlighting the potential of ZIP13 as a therapeutic target for obesity and metabolic syndrome.

## Introduction

Obesity and its associated metabolic diseases are caused by a long-term imbalance between energy intake and energy expenditure. Adipose tissue, a major factor in controlling the balance of energy, is composed of white and brown adipocytes, which have two distinct functions: white adipocytes store excess energy, whereas brown adipocytes specialize in expending energy. The unique metabolic properties of brown adipocytes depend on their mitochondrial density, fuel oxidation capacity, and exclusive expression of uncoupling protein-1 (UCP1). Inducible brown fat-like cells, named beige adipocytes, have also been identified in white adipose tissue (WAT). Beige adipocytes are induced by various external cues, such as chronic cold exposure, long-term treatment with a peroxisome proliferator-activated receptor (PPAR)-γ agonist, cancer cachexia, and bariatric surgery [1–3]. The presence and activity of thermogenic adipocytes (brown and beige adipocytes) are associated with improved global metabolic fitness, such as improvements in insulin resistance and glucose homeostasis [2,4,5]; conversely, thermogenic adipocytes decrease with age and obesity in mice and humans [6,7]. Recent studies indicate that adult human brown adipose tissue (BAT) in the supraclavicular region has beige-like characteristics [8–11]. These findings indicate the potential importance of beige fats in human obesity and metabolic disease. Therefore, identifying a selective molecular pathway that regulates the acquisition of beige adipocyte properties will enable us to selectively and preferentially promote beige adipocyte biogenesis and thermogenesis as a therapy for obese or older subjects who do not have active BAT depots [1].

Identifying and implementing therapies based on beige fat requires a detailed understanding of the differences in the developmental mechanisms and functions of white, brown, and beige adipocytes. Differentiation mechanisms of all of these fat cell types share many transcriptional regulators, such as PPARγ and members of the CCAAT/enhancer binding protein (C/EBP) family of transcription factors [12]. C/EBP-β is induced in the early phase of adipogenesis and is crucial for activating PPARγ expression. PPARγ collaborates with C/EBP-α to bind and regulate the expression of most adipocyte-associated genes, including *aP2*, in fat cells [13]. Many transcription factors that direct cells toward a brown/beige adipocyte identity rather than a white adipocyte identity act by modulating the core adipogenic transcriptional machinery. PRDM16, which is one of the most important transcriptional co-regulators of brown/beige adipocyte differentiation [14], promotes a brown fat-selective gene program, mainly via protein-protein interactions with transcriptional factors such as C/EBP-β, PPARγ, and zinc finger protein 516 (Zfp516) [3,15,16].

Zinc is an essential nutrient for all living organisms and is required for the structure and function of a wide range of proteins; 10% of all human proteins have the potential to bind zinc [17]. Zinc acts as both an intracellular and extracellular signaling effector; zinc signaling is mediated by zinc transporters and metallothioneins that regulate various cellular functions [18]. Cellular zinc homeostasis is tightly regulated by two families of zinc transporter proteins, namely, the zinc transporter (ZnT) family, which controls zinc efflux out of the cytosol, and the Zrt/Irt-related protein (ZIP) family, which controls zinc influx into the cytosol [19]. Dysfunction of zinc signaling leads to physiological disturbances. For example, our group and others showed that extracellular zinc signaling via the zinc transporter ZnT8 regulates hepatic insulin clearance, and that altered ZnT8 function is involved in type 2 diabetes pathogenesis [20,21], indicating that the precise control of zinc homeostasis is crucial for maintaining health and preventing diseases, including lifestyle-associated diseases. Intriguingly, zinc deficiency significantly reduces the DNA-binding activity of PPARs [22], suggesting that some zinc-containing proteins that participate in brown/beige adipocyte differentiation and function (e.g., PRDM16, Kruppel-like factor 11 (KLF11), and Zfp516) might be dysregulated by changes in zinc homeostasis.

In this study, we focused on the zinc transporter ZIP13 because *Zip13*-deficient (*Zip13*-KO) mice and humans with spondylocheirodysplastic Ehlers-Danlos syndrome who carry a loss-of-function mutation in *SLC39A13* have been reported to have a significantly decreased white fat mass [23]. We show that ZIP13 is a crucial regulator of beige adipocyte differentiation, and negatively regulates C/EBP-β protein levels, illustrating the physiological relevance of the ZIP13-C/EBP-β axis in beige adipocyte biogenesis and thermogenesis, and its therapeutic potential in obesity treatment.

## Results

### Inguinal fat tissue browning is accelerated in *Zip13-*KO mice

We previously reported that ZIP13 may be involved in adipose tissue homeostasis [23]. To clarify this point, we first weighed the WAT and BAT of *Zip13*-KO mice and their wild-type (WT) littermates (control). As shown in S1A Fig, the interscapular BAT and inguinal WAT (iWAT) weights were similar in *Zip13*-KO and WT mice, but the epididymal WAT (eWAT) weight was significantly lower in *Zip13*-KO mice. *Zip13* expression was higher in the eWAT and BAT than in the iWAT (S1B Fig). Surprisingly, hematoxylin and eosin (H & E) staining of the iWAT in *Zip13*-KO mice showed large clusters of cells with multilocular lipid droplets, which are characteristic of the browning of iWAT depots (Fig 1A). Consistently, immunohistochemical staining revealed a high number of UCP1-positive cells in the *Zip13*-KO iWAT (Fig 1B); gene expression analyses confirmed that brown fat genes were significantly upregulated in the *Zip13*-KO iWAT (Fig 1C). There were no significant differences between WT and *Zip13*-KO mice in eWAT and BAT morphology, or in the expression of various brown adipocyte markers in BAT (Fig 1A and 1D, S1C Fig); however, we observed that the expression of brown adipocyte markers in the eWAT of *Zip13*-KO mice tended to be higher than that of WT mice, although statistical significance was not observed (S1D Fig).

**Fig 1:**
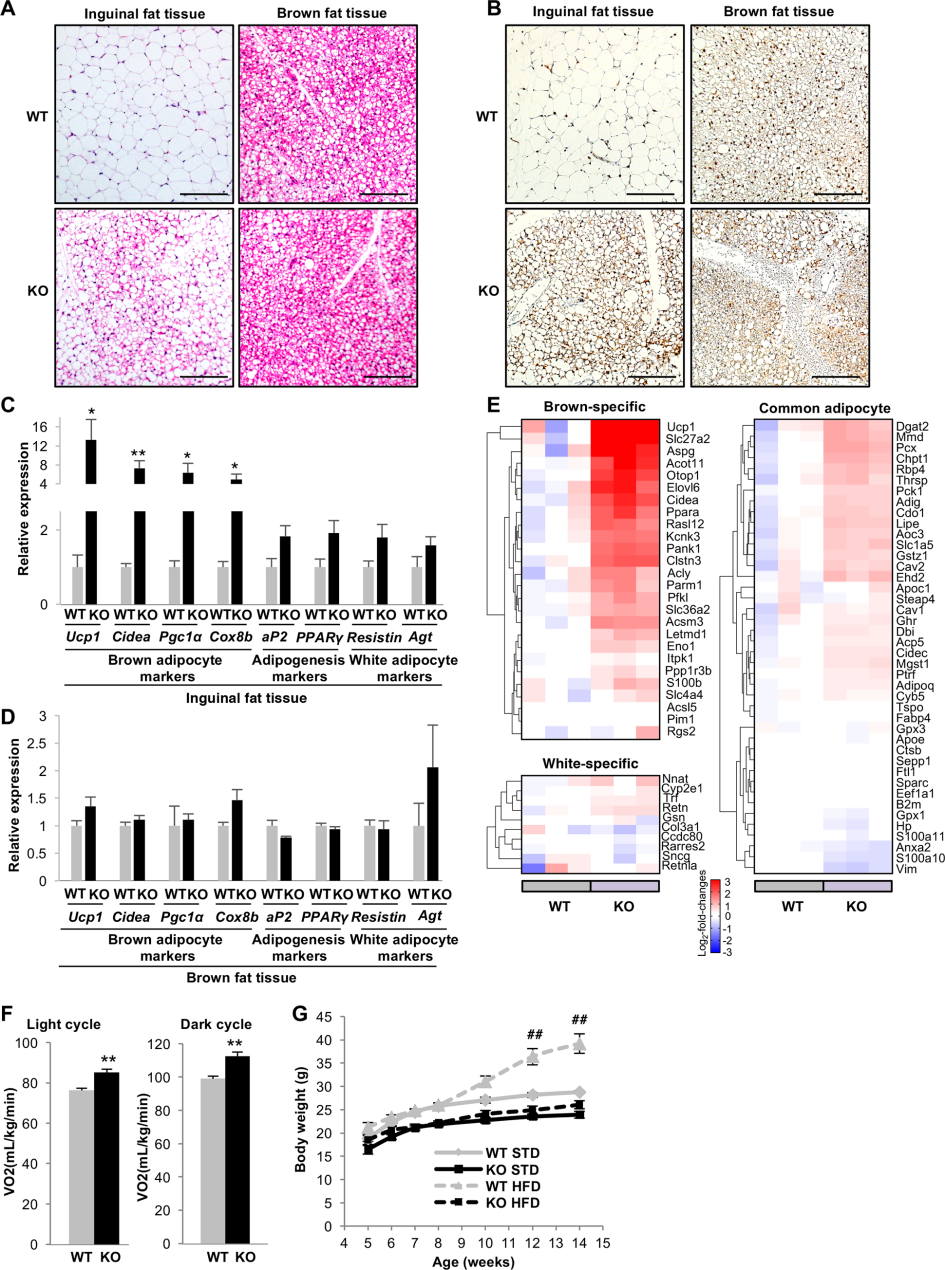
Upregulation of inguinal fat tissue browning and O_2_ consumption rate in *Zip13*-KO mice. (A) H & E staining of inguinal fat and brown fat tissue in 10-week-old WT and *Zip13*-KO mice. Scale bars = 100 μm. (B) Immunohistochemical staining of the UCP1 in inguinal fat and brown fat tissue sections from 10-week-old WT and *Zip13*-KO mice. Scale bars = 100 μm. (C) Expression of the indicated genes in the inguinal fat tissue of 10-week-old WT and *Zip13*-KO mice (n = 5–6). (D) Expression of the indicated genes in the brown fat tissue of 10-week-old WT and *Zip13*-KO mice (n = 5–6). (E) Heat map of mRNA levels of brown fat-specific, white fat-specific, and common fat genes in the iWAT from 10-week-old WT and *Zip13*-KO mice (n = 3). (F) Energy expenditure of 10-week-old WT and *Zip13*-KO mice during the light (left) or dark cycle (right) (n = 4–6). (G) Body weights of mice from 5 to 14 weeks of age when fed a standard (STD) or high-fat diet (HFD) (n = 7–9). Error bars show SEM. *p < 0.05, **p < 0.01 (WT vs. *Zip13*-KO), ^##^*p* < 0.01 (WT STD vs. WT HFD).

We assessed overall gene expression changes in the iWAT by microarray analyses of RNAs isolated from the iWATs of *Zip13*-KO mice and their WT littermates, and identified differentially expressed genes (1,260 upregulated and 1,082 downregulated genes in *Zip13*-KO mice compared with WT mice) (S2A Fig and S1 Table). 

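RNA from the iWAT of 10-week-old WT and Zip13-KO mice was hybridized to 6 arrays, 3 per genotype. The assay is of the 1-colour kind, in which each array carries a single labelled RNA sample and the brightness of a spot stands for the amount of the transcript it binds. All 6 arrays lay on 1 slide and were read in 1 scan. The 3 WT arrays and Zip13-KO replicate 1 were in column 1 of the slide, and Zip13-KO replicates 2 and 3 were in column 2. The authors deposited the scanner's values of every spot, extracted with the Feature Extraction software, and a table of normalized log2 intensities. From the scanner's values, the processed signal was used, from which Feature Extraction had already subtracted the background and trends across the slide. Each array held 62976 spots, of which 59305 were not controls, for 55681 probes. The median processed signal was 39.2, 40.6 and 39.8 intensity units in the WT arrays and 33.2, 35.0 and 34.6 in the Zip13-KO arrays. In the WT arrays, 62.5%, 63.2% and 62.8% of the spots were well above background, against 60.4%, 59.0% and 58.8% in the Zip13-KO arrays. No spot was saturated on any array.

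The log2 signals were quantile normalized between the 6 arrays, which gives every array the same distribution. Spots marked as outliers by the scanner's software were left out, and the spots of one probe were averaged. A probe was kept if it was well above background on all 3 arrays of at least 1 genotype, which left 33039 probes. The deposited values carry transcript accessions but no gene symbols. Symbols were taken from the RefSeq annotation of assembly GRCm38.p6, which named 20316 of the kept probes, and the other 12723 were not tested. The probe with the highest mean over the 6 arrays stood for a gene, which gave 15307 genes. Each gene was tested with limma, and p values were adjusted over these genes by the Benjamini-Hochberg method. Across the genes, which are not independent replicates, Pearson's r was 0.9856 to 0.9933 between WT arrays, 0.9942 to 0.9953 between Zip13-KO arrays, and 0.9601 to 0.9838 between genotypes. The number of arrays limits the precision. With 3 arrays against 3, an exact permutation test cannot give a two-sided p below 0.1.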

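Slc39a13, the gene that encodes ZIP13, was measured by 1 probe, for transcript NM_001290765. Its normalized log2 intensity was 10.96 ± 0.30 (SD, n = 3) in WT and 6.63 ± 0.15 (SD, n = 3) in Zip13-KO iWAT, where it was still well above background on all 3 arrays. The log2 fold change was -4.33 (standard error 0.17, adjusted p = 0.00133 from limma). Every Zip13-KO array lay below every WT array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow).

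At an adjusted p under 0.05 and a change of more than 1.5-fold, 0.58 on the log2 scale, 1585 genes were higher and 1279 were lower in Zip13-KO than in WT iWAT. Of these 2864 genes, 99.9% had all 3 Zip13-KO arrays on one side of the 3 WT arrays. Among all genes tested this share was 55.0%, and chance gives 10%. These counts moved most with the threshold: at an adjusted p under 0.01, 704 genes were higher and 496 were lower. Without Zip13-KO replicate 1, 964 genes were higher and 759 were lower.

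The genes with the largest rise by the fitted values were Ucp1, Elovl3, Fabp3, Slc27a2 and Cpt1b. The places of Elovl3 and Cpt1b depend on the signal used. With the deposited table of intensities, their log2 fold changes were 2.98 and 3.17, both below the 3.26 of Cox7a1. Ucp1 (NM_009463) was 9.43 ± 1.24 (SD, n = 3) in WT and 14.58 ± 1.23 (SD, n = 3) in Zip13-KO iWAT on the log2 scale, a log2 fold change of 5.16 (standard error 0.82, adjusted p = 0.00884). Elovl3 rose by 4.84 on the log2 scale (standard error 0.72, adjusted p = 0.00778), with 2 of the 3 WT arrays well above background. The log2 fold change was 4.77 for Fabp3 (standard error 0.99, adjusted p = 0.0161), 4.19 for Slc27a2 (standard error 0.61, adjusted p = 0.00755) and 3.57 for Cpt1b (standard error 0.31, adjusted p = 0.00433). Fabp3 was no longer past the threshold without Zip13-KO replicate 2 or without Zip13-KO replicate 3, where its log2 fold change was 4.06 and 4.46. By the fitted values, the genes with the largest fall were, besides Slc39a13, Slfn4, Cxcl5, Arg1 and Clec4d. Slfn4, Cxcl5 and Arg1 were not well above background on any Zip13-KO array, so their rank is not established. Values under the lowest value well above background on each of these arrays were raised to it. Slfn4 was then 22.7-fold lower, Cxcl5 10.4-fold lower and Arg1 10.1-fold lower in Zip13-KO iWAT. These are approximate bounds, as a spot not well above background can still lie above that value. Slfn4 did so on Zip13-KO replicate 3, at 3.98 against 3.81. Clec4d had a log2 fold change of -4.29 (standard error 0.43, adjusted p = 0.00453).

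**Figure D1:**
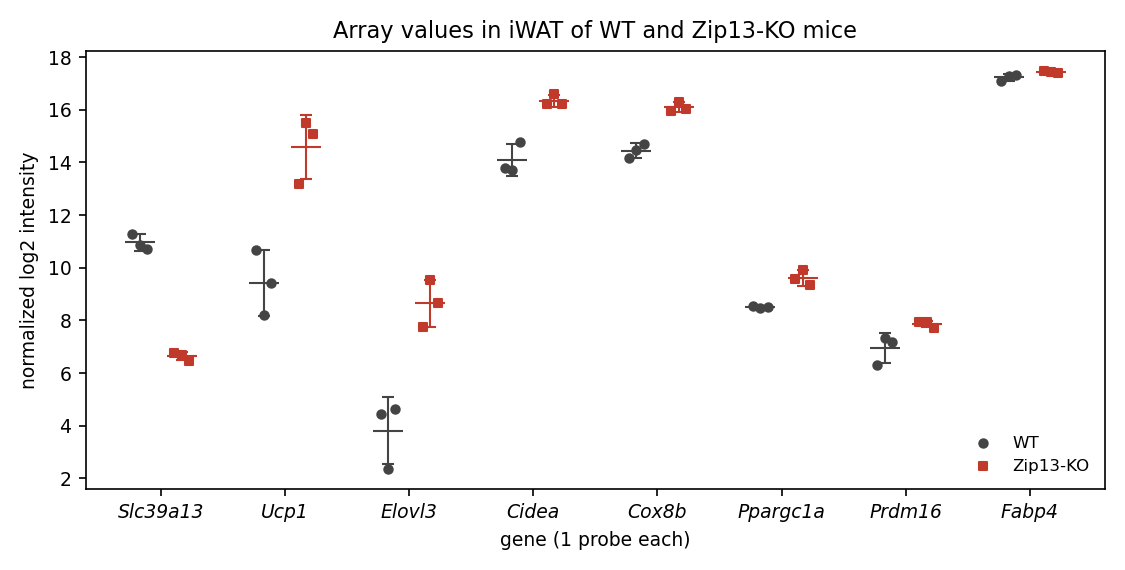
Normalized log2 intensity (y axis) of Slc39a13, Ucp1, Elovl3, Cidea, Cox8b, Ppargc1a, Prdm16 and Fabp4 in WT and Zip13-KO iWAT, with a point for each array, a dash for the mean and bars for the SD (n = 3). Values can be compared within a gene; Slc39a13 lies at 6.47 to 6.76 in Zip13-KO and at 10.71 to 11.30 in WT iWAT, and Ucp1 at 13.19 to 15.50 and 8.19 to 10.68.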

Gene Ontology Biological Process (GOBP) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that genes involved in inflammatory responses were downregulated, whereas genes involved in fatty acid metabolism and mitochondrial function were upregulated in the *Zip13*-KO iWAT, suggesting that an accelerated adipocyte-browning process occurs in the iWAT of *Zip13*-KO mice (S2B and S2C Fig, S2 Table). 

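Lists of genes were set before the data were examined, by gene symbol, for 4 parts of fatty acid metabolism and mitochondrial function and for 2 of inflammation. Their themes are those of the paper's enrichment result from these same arrays, so their tests are not independent evidence for it. Each list was tested with limma's camera, with a preset correlation of 0.01 between genes, and with Fisher's exact test of the called genes against all genes tested, both two-sided. The p values were adjusted over a family of 18 lists.

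Of the subunits of the oxidative phosphorylation complexes, 83 of 88 were tested, and 80 had a log2 fold change above 0. Their median was 0.65, from -0.73 for Cox6a2 to 3.30 for Cox7a1 (camera adjusted p = 2.08e-21). Among them 55 were higher and 0 were lower in Zip13-KO iWAT (Fisher's exact test, p = 1.62e-34, adjusted p = 2.92e-33). All 17 peroxins, the proteins that build peroxisomes, were above 0, with a median of 0.74 and a range from 0.35 for Pex2 to 1.01 for Pex11a (camera adjusted p = 1.81e-07). Of these, 10 were higher (Fisher's exact test, p = 1.35e-06, adjusted p = 4.87e-06). For fatty acid oxidation, 28 of 30 genes were above 0, the median was 1.03, and the values ran from -0.72 for Cpt1c to 4.19 for Slc27a2 (camera adjusted p = 9.00e-11). In this list 25 genes were higher (Fisher's exact test, p = 1.71e-20, adjusted p = 1.54e-19), and 1, Cpt1a, was lower. All 18 genes of the TCA cycle were above 0, with a median of 0.93 and the lowest value, 0.22, for Idh2 (camera adjusted p = 2.95e-09). Of these, 17 were higher (Fisher's exact test, p = 2.72e-16, adjusted p = 1.63e-15).

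Chemokines and their receptors moved the other way: of 58 genes, 46 were tested and 37 were below 0. Their median was -0.61, or -0.57 with 3 genes at their bounds because 1 genotype was not above background, and Ccl28 was the highest at 1.26 (camera adjusted p = 2.93e-05). In this list 17 genes were lower (Fisher's exact test, p = 7.17e-08, adjusted p = 6.45e-07) and 3, Ccl25, Ccl27a and Ccr10, were higher. Among Toll-like receptors, interleukins and the genes Myd88, Cd14 and Tnf, 33 of 48 were tested and 27 were below 0. Here the median was -0.42, from -2.02 for Tlr13 to 0.51 for Il17d (camera adjusted p = 0.000346). Of these, 11 were lower (Fisher's exact test, p = 4.58e-05, adjusted p = 0.000275) and 0 were higher. Adjusted over the list alone, the counts were the same for 5 of the 6 lists, and 20 chemokines and receptors were lower. All 6 lists passed limma's fry, with an adjusted p of 0.00581 for the 4 that rose, 0.00737 for the chemokines and 0.00890 for the Toll-like receptors and interleukins. None of the 6 passed camera when the correlation between genes was estimated from the 6 arrays (adjusted p = 0.33 for each).

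**Figure D2:**
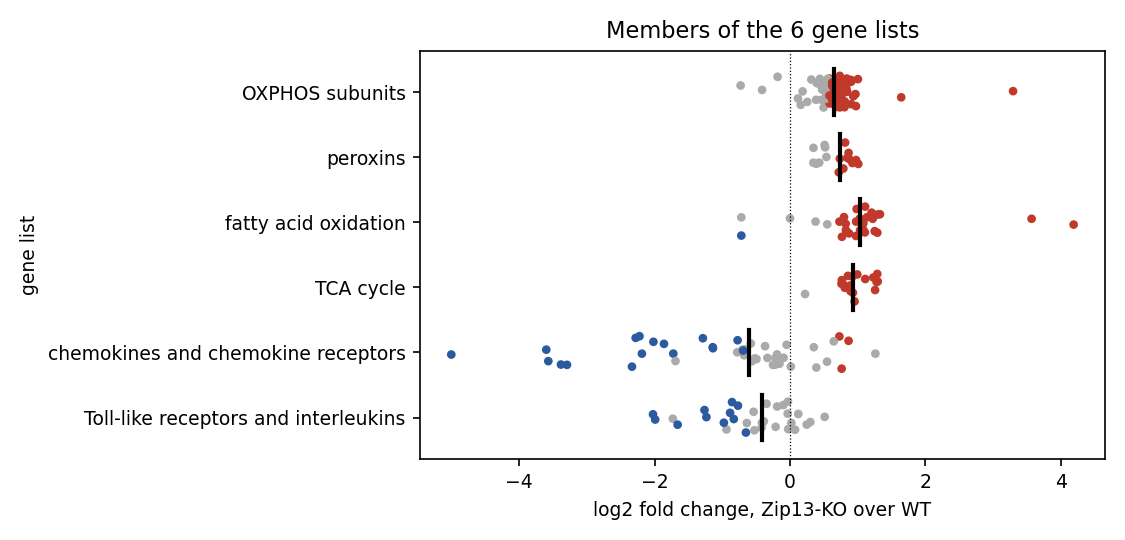
Log2 fold change, Zip13-KO against WT (x axis), of each tested gene of the 6 lists (y axis), with points in red for genes called higher, in blue for genes called lower and in grey for genes not called, a black bar for the median, and 3 chemokines with a bound drawn at their fitted values. The medians of the 4 metabolic lists lie at 0.65 to 1.03 and those of the 2 inflammatory lists at -0.61 and -0.42.

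From the lower expression of inflammatory genes and the higher expression of genes of fatty acid metabolism and mitochondria, the paper proposes that browning is accelerated in the iWAT of Zip13-KO mice.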

Pan et al. identified brown fat-specific, white fat-specific, and common fat genes by the RNA-sequencing of BAT, eWAT, and soleus-muscle tissue [24]. 

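The genes printed beside the heat map of Fig 1E were read from the picture, and 26 brown fat-specific, 42 common and 10 white fat-specific fat genes were all among the genes tested. The study took the groups from other tissue data. Whether the picture shows all of their genes or a selection made on these arrays was not established, so no test of the groups was run.

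All 26 brown fat-specific genes had a log2 fold change above 0, with a median of 1.36. They ran from 0.00 for Acsl5 to the 5.16 of Ucp1, and 22 were higher on every Zip13-KO than on every WT array. Of the 26, 20 were higher past the threshold, as they were when adjusted over the list alone, which is not independent evidence where genes were picked on these arrays. Those not called were Acsl5, Itpk1, Pim1, Ppp1r3b, Rgs2 and Slc4a4. Cidea rose from 14.10 ± 0.60 (SD, n = 3) to 16.34 ± 0.22 (SD, n = 3), a log2 fold change of 2.24 (standard error 0.31, adjusted p = 0.00669 from limma).

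Of the 42 common fat genes, 32 were above 0 and the median was 0.45. Past the threshold, 10 were higher and 1, Vim, was lower, with log2 fold changes of 1.14 for Pcx, the highest of the group, and -0.61 for Vim. Separation of the genotypes was seen for 24 genes upwards and for 4, Anxa2, S100a10, S100a11 and Vim, downwards. This count of 10 depended on single arrays: it was 1 without Zip13-KO replicate 1 and 1 without Zip13-KO replicate 2. Fabp4 went from 17.23 ± 0.14 (SD, n = 3) to 17.44 ± 0.04 (SD, n = 3), a log2 fold change of 0.21 (adjusted p = 0.126). For Sparc and Eef1a1, the kept probes differed in sign.

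The 10 white fat-specific genes had a median of 0.19, with 6 above 0 and values from -0.46 for Col3a1 to 0.60 for Retn. Retn was the only one past the threshold (adjusted p = 0.0456), and it was not past it without WT replicate 1, without WT replicate 3 or without any 1 of the 3 Zip13-KO replicates. Nnat had a log2 fold change of 0.58 (standard error 0.29, adjusted p = 0.165), and for Ccdc80 the 2 kept probes differed in sign. Adjusted over the list alone, 0 of the 10 were called.

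**Figure D3:**
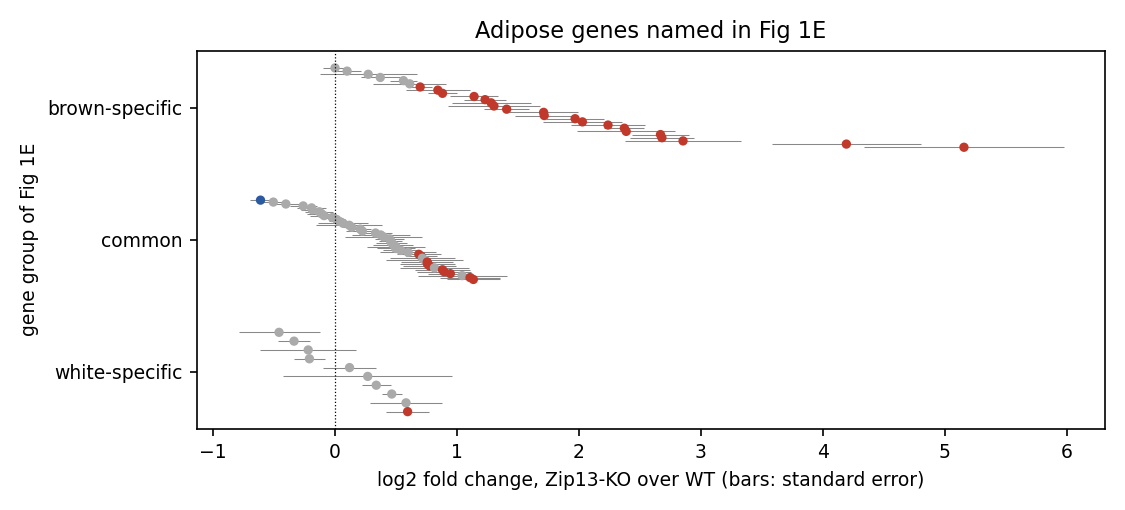
Log2 fold change, Zip13-KO against WT (x axis), of the brown fat-specific, common and white fat-specific genes printed in Fig 1E, with a point for each gene (red for called higher, blue for called lower, grey for not called) and bars for the standard error. The medians of the 3 groups are 1.36, 0.45 and 0.19.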

We used these criteria to profile the gene expression patterns in the *Zip13*-KO iWAT, and demonstrated the upregulation of a broad spectrum of brown fat-specific genes, a slight upregulation in common fat genes, and no change in white fat-specific genes (Fig 1E). Furthermore, the oxygen consumption rate (OCR) was significantly higher in the inguinal fat tissue of *Zip13*-KO mice than that of WT mice (S1E Fig), although there was no significant difference of OCR in brown fat tissue between the two groups. These results indicate that there was an increase in the number of functional beige adipocytes in *Zip13*-KO inguinal fat tissue.

### O_2_ consumption rate is elevated in *Zip13-*KO mice

The increase in beige adipocyte characteristics in *Zip13*-KO mice prompted us to examine the metabolic profiles of these mice. Indeed, we observed a significantly higher oxygen consumption (VO_2_) rate in *Zip13*-KO mice than in WT mice under both light and dark conditions at 23°C (Fig 1F), without any changes in food intake (S3A Fig). Furthermore, the locomotor activity of the *Zip13*-KO mice tended to decrease (S3B Fig), although this change was not statistically significant. These results suggested that the increase in VO_2_ in *Zip13*-KO mice was not due to hyperactivity or impaired food intake. To further investigate the role of ZIP13 in thermogenesis, we measured VO_2_ in thermoneutral conditions (30°C) after activation of the β3-adrenoreceptor agonist [25]. As shown in S3C Fig, VO_2_ levels of *Zip13*-KO mice were significantly increased after the administration of β3-adrenoreceptor agonist CL316,243, suggesting that ZIP13 might play a role in thermogenesis. We subsequently examined whether *Zip13*-KO mice acquired resistance to high-fat diet (HFD)-induced obesity. Body weights of WT mice were significantly increased by the HFD compared with a standard diet (STD); however, *Zip13*-KO mice were resistant to HFD-induced obesity primarily due to low fat mass gain (Fig 1G, S4A and S5A–S5E Figs). Furthermore, *Zip13*-KO mice appeared to have an improved glucose tolerance and insulin tolerance, compared to WT mice (S4B and S5D Figs). Taken together, these results indicated that *Zip13* deletion *in vivo* promotes beige adipocyte biogenesis and energy expenditure, and thereby reduces diet-induced obesity and insulin resistance.

### ZIP13 negatively regulates adipocyte browning in a cell-autonomous manner

To clarify whether the increase in iWAT browning in *Zip13*-KO mice occurs in a cell-autonomous manner, primary white preadipocytes isolated from the iWAT of WT or *Zip13*-KO mice were cultured to induce their differentiation into adipocytes under defined conditions [26–28]. We found higher gene expression levels of several brown adipocyte markers and an adipogenesis marker (*aP2*) (Fig 2A and 2B), and higher total and oligomycin-insensitive cellular respiration in *Zip13*-KO cells than in WT cells (Fig 2C), suggesting that preadipocytes from *Zip13*-KO mice cell-autonomously accelerate adipocyte browning. Furthermore, treatment with the cAMP-inducer forskolin also increased the expression of thermogenic genes, including *Ucp1* and *Pgc1*α, in *Zip13*-KO cells (Fig 2B), indicating that the differentiated cells were functional. Importantly, the exogenous expression of ZIP13 in *Zip13*-KO cells efficiently repressed the expression of brown adipocyte markers and the adipogenesis marker (Fig 2D, S6A Fig). Taken together, these results clearly demonstrate that ZIP13 negatively and cell-autonomously regulates adipocyte browning.

**Fig 2:**
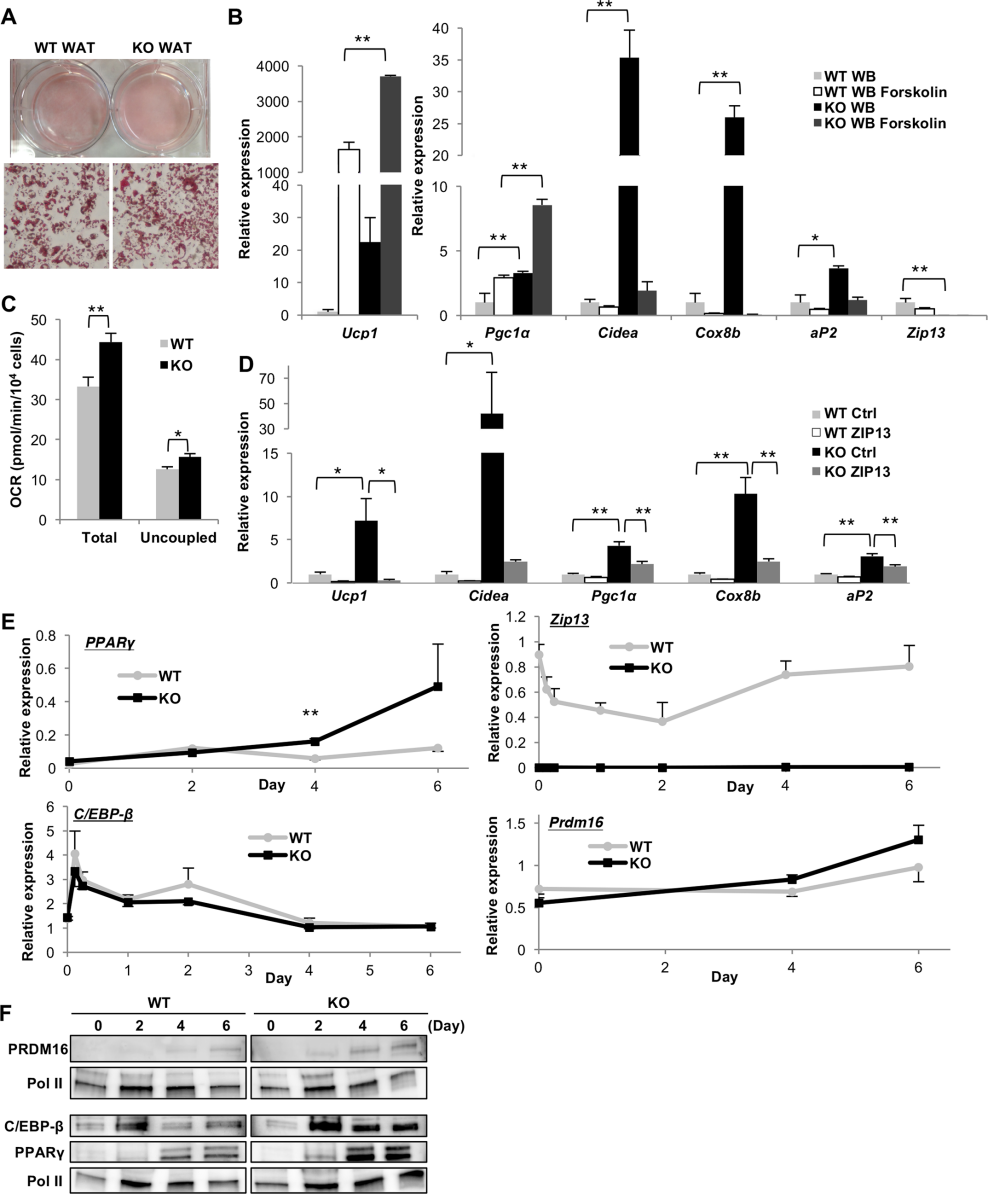
Adipocyte browning is accelerated in white preadipocytes from *Zip13*-KO mice. (A) Oil Red O staining of preadipocytes from WT and *Zip13*-KO mice in pro-adipogenic conditions. (B) Expression levels of the indicated genes in differentiated adipocytes in the presence or absence of forskolin (n = 3). (C) Total and uncoupled (oligomycin-insensitive) respiration of differentiated adipocytes (n = 3). (D) Differentiation of white preadipocytes from WT and *Zip13*-KO mice expressing an empty vector (Ctrl) or ZIP13-HA (ZIP13); mRNA levels of the indicated genes were measured using qRT-PCR (n = 4). (E) Time course of mRNA expression in differentiated white preadipocytes from WT and *Zip13*-KO mice (n = 3). (F) Time course of protein expression in WT and *Zip13*-KO preadipocytes after differentiation. Nuclear fractions were analyzed by immunoblotting. RNA Pol II was included as a loading control. Error bars show SEM. *p < 0.05, **p < 0.01.

### C/EBP-β protein levels are increased in *Zip13-*KO cells

To investigate the mechanism by which ZIP13 regulates adipocyte browning, we immortalized white preadipocytes from *Zip13*-KO and WT mice for further experiments. Stimulation with a cocktail that induces browning of adipocytes increased the expression of the adipogenic transcription factor *PPARγ* in *Zip13*-KO cells (Fig 2E). Since PPARγ is positively regulated by the transcription factors C/EBP-β and C/EBP-δ [29], we next examined C/EBP-β and C/EBP-δ gene and protein expression levels in these cells. Although the mRNA levels of *C/EBP-β* and *C/EBP-δ* genes were expressed comparably in *Zip13*-KO and WT cells (Fig 2E, S6B Fig), the C/EBP-β protein level in *Zip13*-KO cells was higher than that in WT cells at 2 days after inducing differentiation, before the upregulation of PPARγ protein (Fig 2F). The expression of other early transcriptional regulators, such as *Krox20*, did not differ between WT and *Zip13*-KO cells (S6B Fig). C/EBP-β is not only important in adipogenesis, but is also essential for brown fat development; C/EBP-β cooperates with the coregulatory protein PRDM16 to act as a crucial molecular switch in determination of brown fat cell fate [15]. Intriguingly, PRDM16 protein levels also increased in *Zip13*-KO cells after 4 days of differentiation (Fig 2F), suggesting that ZIP13 is involved in the homeostatic regulation of C/EBP-β and the PRDM16 proteins, both of which are essential for adipocyte browning at either the post-transcriptional or translational level.

### *Zip13-*KO cells resemble preadipocytes expressing high levels C/EBP-β protein

Since C/EBP-β is required in both white and brown adipocyte differentiation [12], we next investigated whether the regulatory expression of C/EBP-β in WT white preadipocytes might affect white versus beige adipocyte differentiation. When white preadipocytes stably expressing C/EBP-β (WPreCβ cells) were differentiated using a cocktail that induces white adipocytes, several white adipocyte markers and the adipogenesis marker *aP2* were significantly increased (Fig 3A and 3B, S7, S8A and S8B Figs). However, this effect was due to the enhancement of adipogenesis *per se*, since white adipocyte marker genes were expressed at almost the same (or at a decreased) level between control and WPreCβ cells when the mRNA levels of these genes were normalized to that of *aP2* (Fig 3C, S8C Fig). In contrast, when these cells were exposed to a brown adipogenic differentiation cocktail, brown adipocyte markers were significantly increased in WPreCβ cells (Fig 3D, S8B Fig), and this was not likely to be due to enhanced adipogenesis, since this upregulation of brown adipocyte markers was still evident after normalizing the mRNA levels of these genes to those of *aP2* (Fig 3E, S8C Fig). These results indicate that C/EBP-β, an intrinsic transcription factor that positively regulates adipogenesis, facilitates beige adipocyte differentiation. These observations led us to further assess and compare the characteristics of *Zip13*-KO and WPreCβ cells, since *Zip13*-KO cells accumulate the C/EBP-β protein (Fig 2F). In fact, we found that both white and brown adipocyte markers were increased in *Zip13*-KO cells (Fig 3F–3G and 3I, S8D and S8E Fig), and the enhanced expression of brown adipocyte markers in *Zip13*-KO cells was still evident when normalized to the expression of *aP2* (Fig 3H and 3J). Taken together, these results suggest that *Zip13*-KO cells have similar features to those of preadipocytes, which contain high levels of the C/EBP-β protein.

**Fig 3:**
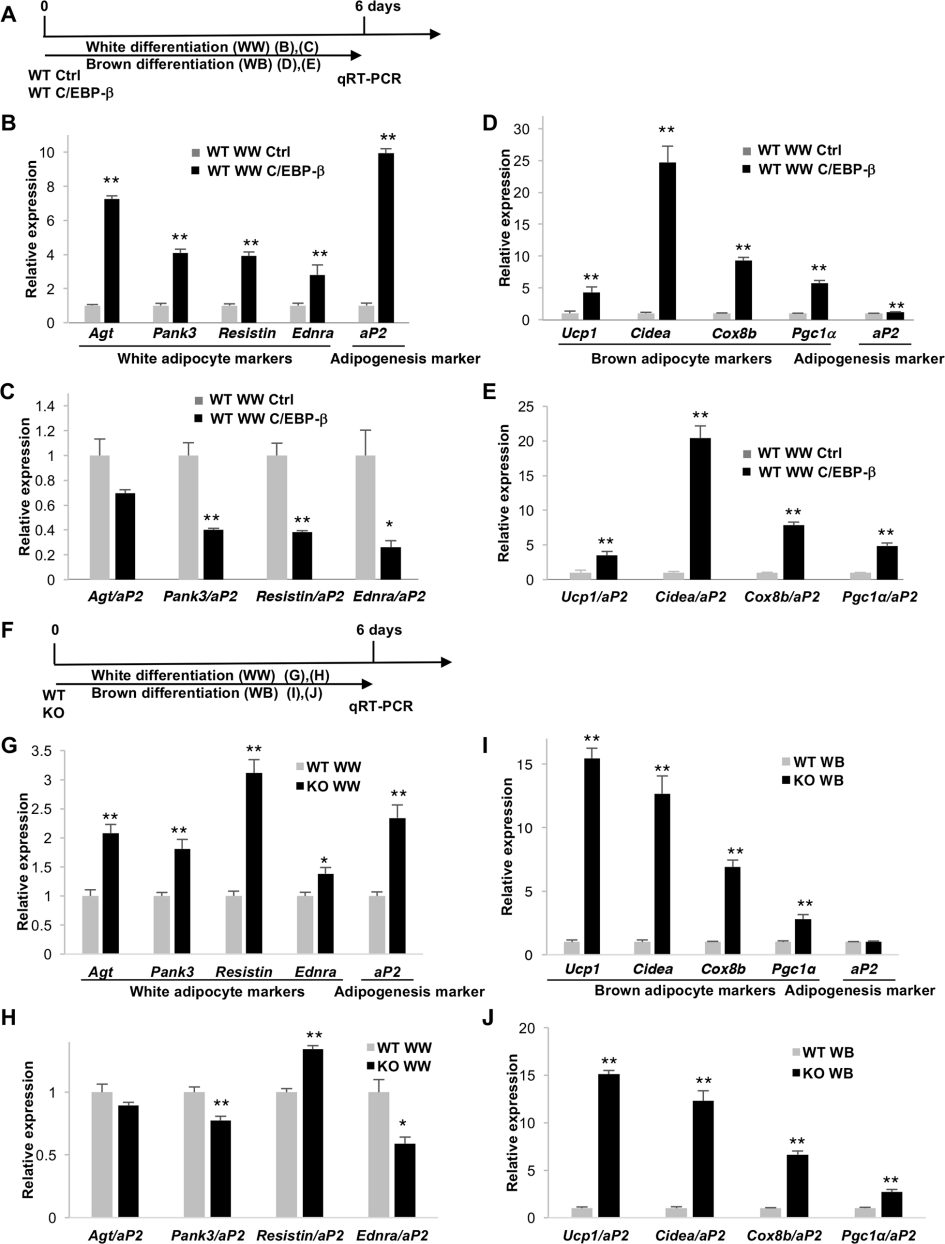
C/EBP-β overexpression accelerates adipocyte browning independently of adipogenesis. (A) Diagram showing the time course used in the following experiments (B-E) using WT white preadipocytes expressing a control vector (WT Ctrl) or HA-C/EBP-β (WT C/EBP-β). These cells were differentiated using a white adipogenic cocktail (WW) or a brown adipogenic cocktail (WB). (B) Expression of the indicated genes was measured by qRT-PCR (n = 4). (C) The mRNA levels of white adipocyte markers related to (B) were normalized to that of *aP2* (n = 4). (D) Expression levels of the indicated genes were measured by qRT-PCR (n = 4). (E) The mRNA levels of brown adipocyte markers related to (D) were normalized to that of *aP2* (n = 4). (F) Schematic of the time course used in (G-J) using WT (WT) and *Zip13*-KO (KO) white preadipocytes. (G) Expression of the indicated genes was measured using qRT-PCR (n = 4). (H) The mRNA levels for white adipocyte markers related to (G) were normalized to that of *aP2* (n = 4). (I) Expression of the indicated genes was measured using qRT-PCR (n = 4). (J) The mRNA levels of brown adipocyte markers related to (I) were normalized to that of *aP2* (n = 4). Error bars show SEM. *p < 0.05, **p < 0.01.

### ZIP13-mediated C/EBP-β degradation pathway negatively regulates adipocyte browning

To further validate the intrinsic role of ZIP13 in adipocyte browning, we used C3H10T1/2 cells, which differentiate into brown/beige adipogenic lineages when exposed to a brown adipogenic cocktail. Depleting ZIP13 by RNAi significantly increased the expression of brown adipocyte markers (Fig 4A and 4B), which was further confirmed using another *Zip13* siRNA (S9A–S9D Fig). C/EBP-β protein levels were also increased by *Zip13* knockdown in C3H10T1/2 cells at the indicated time points (Fig 4C). The C/EBP-β protein level was investigated by a cycloheximide (CHX) chase experiment (Fig 4D and 4E), which suggested the possible involvement of ZIP13 in C/EBP-β protein stability.

**Fig 4:**
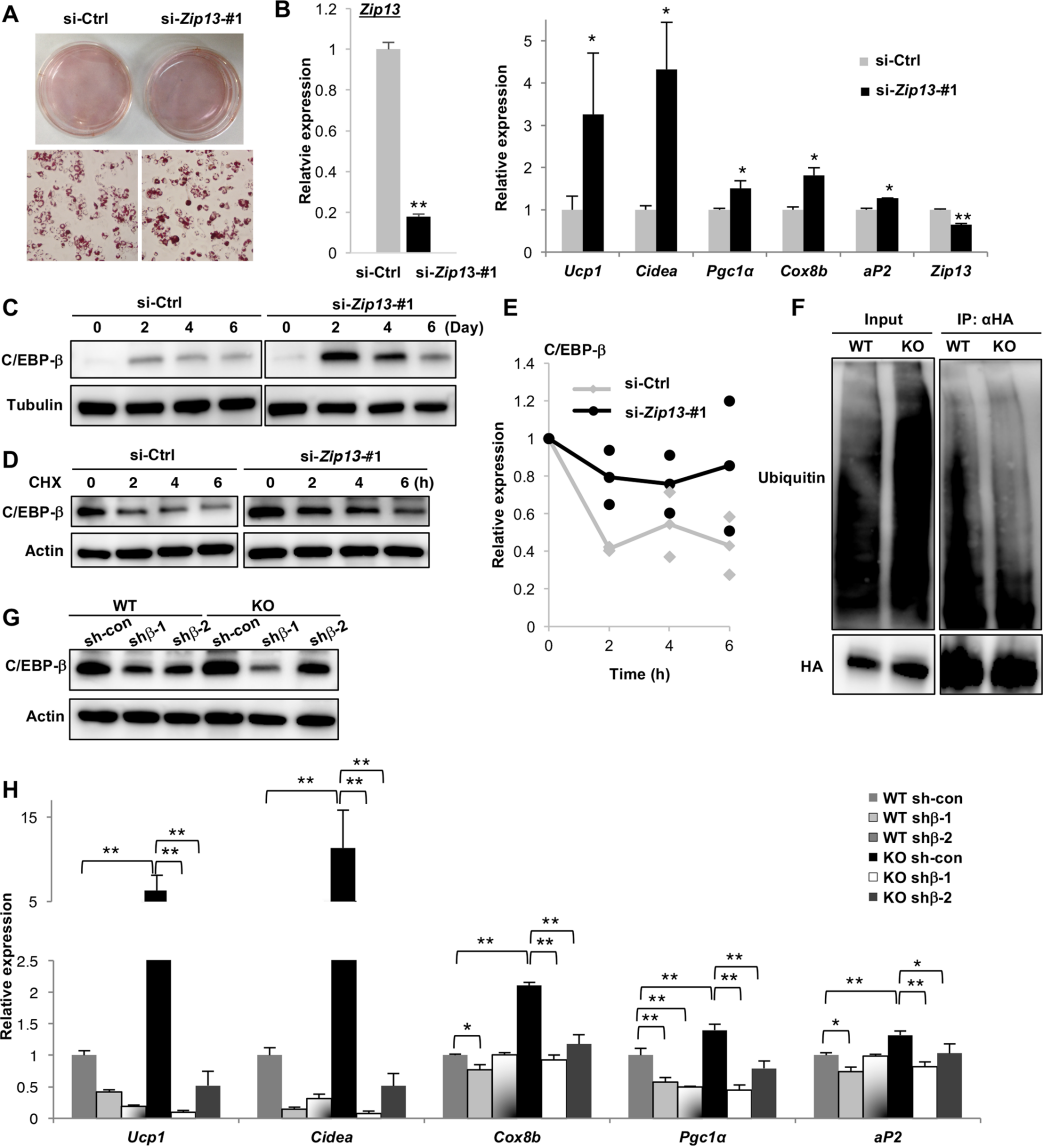
ZIP13 negatively regulates adipocyte browning by stabilizing C/EBP-β. (A) C3H10T1/2 cells transfected with an siRNA targeting *Zip13* (si-*Zip13*-#1) or a non-targeting control (si-Ctrl) were stained with Oil Red O after induction of adipocyte differentiation. (B) Left panel: *Zip13* expression after the 2.5 days of transfection; Right panel: Expression of the indicated genes was measured using qRT-PCR (n = 4). (C) Protein expression of C/EBP-β. Tubulin was used as a loading control. (D) Protein expression of C/EBP-β in the presence of CHX. C3H10T1/2 cells were transfected with the si-*Zip13*-#1 or si-Ctrl oligonucleotide; β-actin is shown as a loading control. (E) C/EBP-β protein levels were quantified by normalization to the protein level at 0 h. Each dot shows two independent experiment results and lines show the average of the experiments. (F) HA-C/EBP-β immunoprecipitation, followed by immunoblotting to detect ubiquitin. (G) Protein expression of C/EBP-β in WT and *Zip13*-KO preadipocytes expressing scramble control (sh-con) or shRNA targeting C/EBP-β (shβ-1, or shβ-2); β-actin is shown as a loading control. (H) Expression of the indicated genes, measured by qRT-PCR (n = 4). Error bars show SEM. *p < 0.05, **p < 0.01.

We next investigated whether C/EBP-β ubiquitination was increased in *Zip13*-KO cells. Ubiquitinated C/EBP-β was detected by immunoprecipitation with the HA antibody, followed by immunoblotting with an anti-ubiquitin antibody. The level of ubiquitinated C/EBP-β protein was reduced by approximately half (0.48-fold decrease) in *Zip13*-KO cells compared with those in WT cells (Fig 4F), suggesting that C/EBP-β is resistant to ubiquitination in *Zip13*-KO cells, which might account for the increased adipocyte browning in these cells. To examine the biological relevance of C/EBP-β upregulation in *Zip13*-KO cells, we used retroviruses expressing short hairpin (sh) RNAs targeting C/EBP-β (shβ-1 and shβ-2) to downregulate C/EBP-β (Fig 4G), which efficiently blocked brown adipocyte differentiation (Fig 4H). These results indicated that the enhanced adipocyte browning due to loss of ZIP13 is caused by C/EBP-β accumulation.

### ZIP13-mediated zinc transport negatively regulates adipocyte browning

We next investigated whether the zinc-transporting activity of ZIP13 is necessary for moderate adipocyte browning. The most highly conserved portions among the ZIP-family proteins are reported to be in transmembrane domains (TMDs) IV and V, which both contain common amino acids required for zinc binding, such as His (Fig 5A) [30]. To address whether these residues of ZIP13 contribute to intracellular zinc homeostasis, we generated a series of ZIP13 mutants (H229A and H254A) in which the His residues were replaced with Ala in TMDs IV and V (Fig 5B). As shown in Fig 5C, cells with exogenously expression of ZIP13 (WT) showed significantly upregulated *MT1A* mRNA levels, which correlates with cytosolic zinc levels, compared to the control (Ctrl); this result is consistent with previous reports [31,32] (Fig 5C). In contrast, exogenous expression of H229A or H254A mutant ZIP13 decreased the mRNA level of *MT1A* compared with ZIP13 (WT) (Fig 5C). Homophilic interactions (Fig 5D) and intracellular localization of these mutants were similar to those in the WT (Fig 5E), as previously reported [31]. Together, these findings indicated that H229 and H254 are important for increasing cytosolic zinc levels.

**Fig 5:**
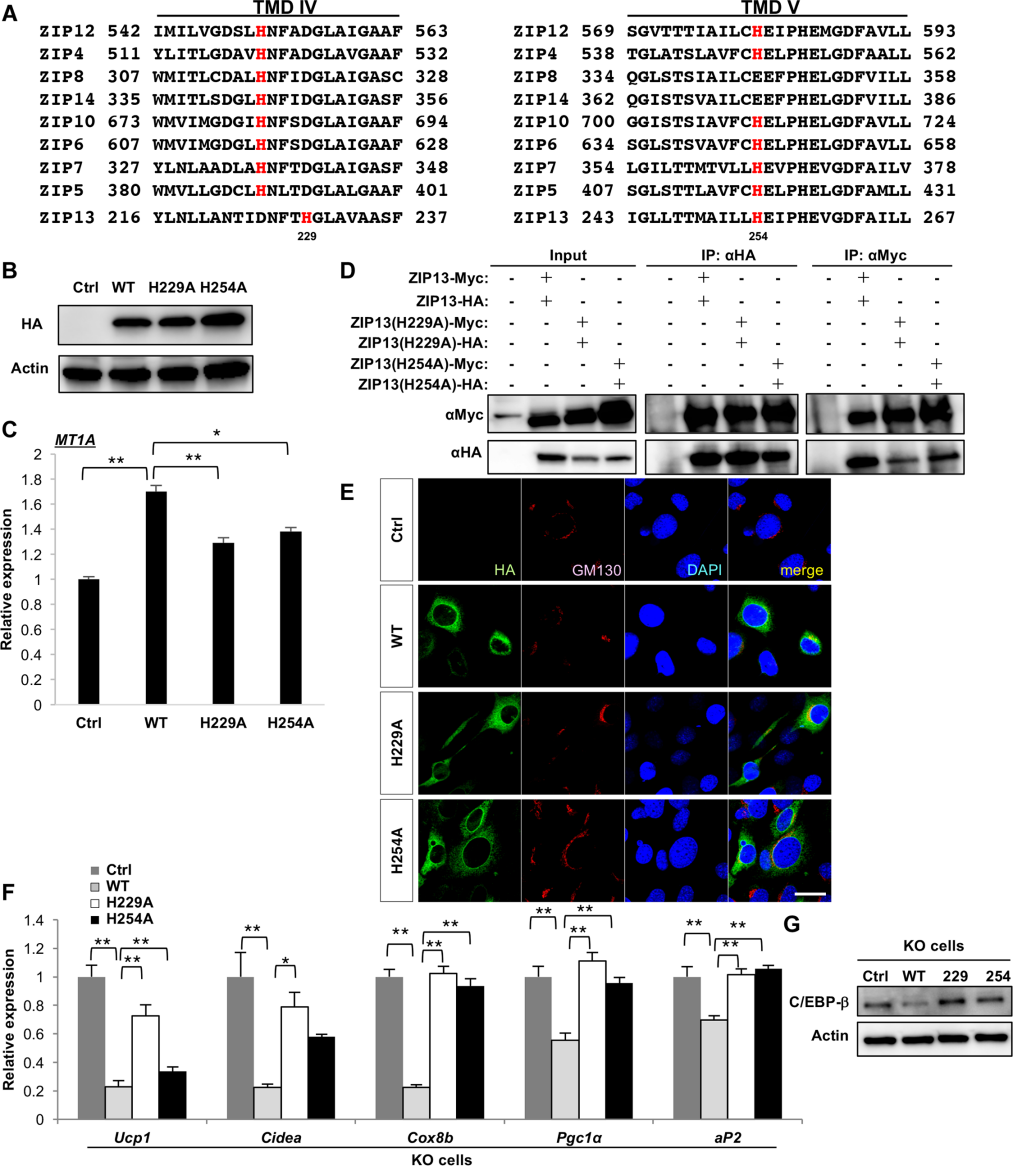
ZIP13-mediated zinc flux negatively regulates adipocyte browning. (A) Amino acid alignment of TMD IV and V among selected members of the mouse ZIP family. The His residues in TMD IV and V (red) are putative zinc-binding sites that are highly conserved among ZIP-family members. (B) Expression of WT ZIP13 and ZIP13 mutants (H229A and H254A) in C3H10T1/2 cells; β-actin is shown as a loading control. (C) *MT1A* gene expression in C3H10T1/2 cells expressing WT and mutant (H229A and H254A) ZIP13 (n = 4). We have showed the results that appeared to be statistically significant against the WT background. (D) Immunoprecipitation of HA- or Myc-tagged WT, H229A, or H254A ZIP13, followed by immunoblotting for HA- or Myc-tagged ZIP13 to detect the homophilic characteristics of the ZIP13 mutants H229A and H254A. (E) Subcellular localization of ZIP13-HA (WT, H229A, or H254A) expressed in *Zip13*-KO preadipocytes. Cells expressing HA-tagged WT, H229A, or H254A ZIP13 (left panels) were double-stained with the Golgi apparatus marker GM130 (middle panels); the merged images are shown on the right. Scale bars = 40 μm. (F) Expression levels of the indicated genes in *Zip13*-KO cells expressing Ctrl, WT ZIP13, or the H229A or H254A ZIP13 mutant (n = 4). (G) Expression of C/EBP-β protein 4 days after differentiation; β-actin is shown as a loading control. Error bars show SEM. *p<0.05, **p < 0.01.

We next ectopically expressed the loss-of-function ZIP13 mutants in *Zip13*-KO cells in rescue experiments to determine whether they suppress the adipocyte browning induced by ZIP13 deficiency. Interestingly, expression of these loss-of-function ZIP13 mutants (H229A or H254A) could not suppress the adipocyte-browning phenotype (Fig 5F) or decrease C/EBP-β protein levels in *Zip13*-KO cells (Fig 5G). Finally, we examined whether zinc ion treatment could rescue the adipocyte-browning phenotype of *Zip13*-KO cells. Exogenous zinc ion treatment increased *MT1A* levels (S10A and S10B Fig) but did not reverse the adipocyte browning induced by ZIP13 deficiency (S10C Fig), indicating that specific zinc transport mediated by ZIP13 is indispensable for the proper homeostasis of adipocyte browning.

## Discussion

### ZIP13 is necessary for proper beige adipocyte differentiation in a cell-autonomous manner

The iWAT in *Zip13*-KO mice showed a browning phenotype that reflected increased energy expenditure (Fig 1A–1C and 1F, S1E Fig). Gene expression profiling showed that common fat genes were slightly upregulated in the iWAT of *Zip13*-KO mice, the expression of brown fat-specific genes were more notably increased, and the expression of white fat-specific genes was minimally affected (Fig 1E). These unbiased analyses demonstrated that ZIP13 is unlikely to be involved in the fate decision of white versus beige fat, but is likely involved in the inhibition of beige fat differentiation.

The differentiation of mesenchymal stem cells into adipocytes is regulated by a series of transcription factors that determine the sequence of events, such as commitment, differentiation, and activation [1]. For example, BMP7 and EBF2 are crucial for mesenchymal progenitor cells to commit to a brown or beige fat lineage [33,34]. Therefore, if these factors are activated in *Zip13*-KO cells, the expression of adipogenic regulators (such as *C/EBP-β*, *C/EBP-δ*, and *Krox20*) at the early stages should be upregulated. However, there was no change in the expression of these genes between WT and *Zip13*-KO cells (Fig 2E, S6B Fig). Instead, C/EBP-β protein levels were increased in *Zip13*-KO cells (Fig 2F), causing accelerated beige adipocyte differentiation. Exposure to cold, norepinephrine, or forskolin activates brown/beige adipocytes to express high levels of thermogenic genes [1]. In fact, we found that *Zip13*-KO cells exhibited increased thermogenic gene expression upon exposure to forskolin (Fig 2B), indicating that functional beige adipocytes are increased. However, the rate of increase in thermogenic gene expression was similar between *Zip13*-KO and WT cells (Fig 2B). These results suggested that ZIP13 is mainly involved in the differentiation rather than the activation of beige adipocytes.

We demonstrated that preadipocytes from *Zip13*-KO mice accelerate adipocyte browning at a higher rate than those from WT mice (Fig 2A–2C), and *Zip13* knockdown experiments showed similar results (Fig 4A and 4B). Furthermore, the exogenous expression of ZIP13 in *Zip13*-KO cells efficiently repressed adipocyte browning (Fig 2D). These results suggest that ZIP13 negatively regulates adipocyte browning in a cell-autonomous manner. We also showed that functional beige fat cells were increased in inguinal fat tissue of *Zip13*-KO mice (Fig 1A and 1C, S1E Fig), which might contribute to an increase in whole body VO_2_ of *Zip13*-KO mice (Fig 1F). Furthermore, the observation that the β3-adrenoreceptor agonist treatment increased whole-body energy expenditure even under thermoneutrality, indicated that beige fat of *Zip13*-KO mice at least partially contributed to the whole-body energy expenditure even if *Zip13*-KO mice were global KO mice. However, we cannot rule out the possibility that tissues other than beige fat might contribute to the increased in whole-body VO_2_ of *Zip13*-KO mice since *Zip13*-KO mice do have dermal defects [35], and this could play an important role in the increase in beige fat activity, as reported by Cannon and Nedergaard [36]. Further investigation is necessary to test this possibility, by analyzing tissue-specific *Zip13*-KO mice.

### ZIP13 is required for C/EBP-β homeostasis

C/EBP-β is involved in both adipogenesis and brown/beige adipocyte differentiation [12]. During adipogenesis, C/EBP-β induces the expression of C/EBP-α and PPARγ, the two major transcriptional inducers of adipogenic gene expression. *C/EBP-β*-KO mice have severely impaired brown fat development and reduced *Ucp1* expression [37]. Overexpression of C/EBP-β induces *Ucp1* expression in 3T3-L1 white adipocytes [38]. Upstream activators of C/EBP-β induce brown/beige fat differentiation [26,39–41]. In fact, browning is accelerated not only in cultured white but also brown *Zip13*-KO adipocytes, and in brown fat tissue of *Zip13*-KO mice fed a HFD (Fig 2, S4D, S4F and S11 Figs). Furthermore, *Zip13* knockdown increased adipocyte browning in C3H10T1/2 cells, which are capable of differentiating into the beige or brown adipocyte lineage when exposed to a brown adipogenic cocktail (Fig 4A–4C). These results suggest that *Zip13* may contribute to the browning of both white and brown adipocytes via the accumulation of C/EBP-β.

These findings raised the fundamental question of whether C/EBP-β stabilization provides a plausible explanation for the *Zip13* deficiency phenotype. We noted that white preadipocytes overexpressing C/EBP-β phenocopied *Zip13* deficiency with regard to accelerated adipocyte browning (Fig 3E and 3J, S8C and S8F Fig). Furthermore, the enhanced browning in *Zip13*-KO adipocytes was almost completely eliminated by C/EBP-β knockdown (Fig 4H). These results, obtained from overexpression or knockdown experiments, indicated that C/EBP-β stabilization is a crucial step for the enhanced browning resulting from ZIP13 deficiency.

An interesting observation in the present study was that C/EBP-β played specific roles in promoting beige adipocyte differentiation (Fig 3B–3E). C/EBP-β and PRDM16 comprise a transcriptional unit crucial for brown/beige fat differentiation; therefore, C/EBP-β protein induction might stabilize or recruit PRDM16 [42] and accelerate adipocyte browning. Indeed, PRDM16 expression was significantly increased in *Zip13*-KO cells compared with WT cells 4–6 days after the induction of differentiation (Fig 2F), supporting the idea that C/EBP-β protein accumulation stabilizes PRDM16.

### ZIP13-mediated zinc transport regulates C/EBP-β protein levels

ZIP13 is shown to transport zinc from the Golgi apparatus to the cytoplasm in mammalian cells [23,43]. Thus, we investigated whether this zinc-transporting ability of ZIP13 is required for inhibiting adipocyte browning. The conserved His residues in the TMDs are required for zinc transport in other ZIP-family proteins [44], and we demonstrated that these His residues in ZIP13 were crucial for ZIP13-mediated zinc transport for the inhibition of adipocyte browning (Fig 5F–5G). One possible explanation is that zinc transport elicited by a specific zinc transporter contributes to the stability of a particular protein, hence enabling it to perform its physiological function.

C/EBP-β is regulated by several post-translational modifications that are crucial for proper activation of the adipogenic program, such as phosphorylation, ubiquitination, and sumoylation [45,46]. We showed that the amount of ubiquitinated C/EBP-β was decreased in *Zip13*-KO cells (Fig 4F), causing accelerated adipocyte browning. There are two possible mechanisms underlying this observation. The first is that the expression or activity of deubiquitinating enzymes is upregulated; the second is that the ubiquitin system is downregulated. In fact, zinc blocks the activity of these deubiquitinating enzymes, including cysteine protease [47], and zinc is required for the activity of ubiquitin system-related proteins, including the RING-finger family E3 ligase [48]. Therefore, the activity of these enzymes may be altered in *Zip13*-deficient cells. Further analysis of *Zip13-*deficient cells will clarify the specific roles of C/EBP-β in beige adipocyte differentiation.

We also demonstrated that ZIP13-mediated zinc transport, but not a sufficient zinc supply in the form of zinc ions, is required for stabilizing C/EBP-β (Fig 5G, S10 Fig), suggesting that ZIP13-mediated zinc transport plays a specific role in clearing C/EBP-β proteins to inhibit adipocyte browning. ZIP13-mediated zinc transport might specifically determine the molecular fate of C/EBP-β partners, such as deubiquitinating enzymes or the RING-finger family E3 ligase, thereby affecting C/EBP-β stability and the rate of adipocyte browning. These hypotheses should be further verified by identifying the binding partners of ZIP13 via proteomic studies.

In this study, while investigating the role of a causative gene for a human disease, we unexpectedly found a novel molecular adipocyte-browning mechanism regulated by the ZIP13-C/EBP-β signaling cascade (Fig 6). This system might be conserved in humans, considering the lean phenotype observed in a patient with a loss-of-function mutation of ZIP13 [23]. Elucidating the ZIP13-regulated adipocyte-browning pathway may contribute to the development of new therapeutics against obesity.

**Fig 6:**
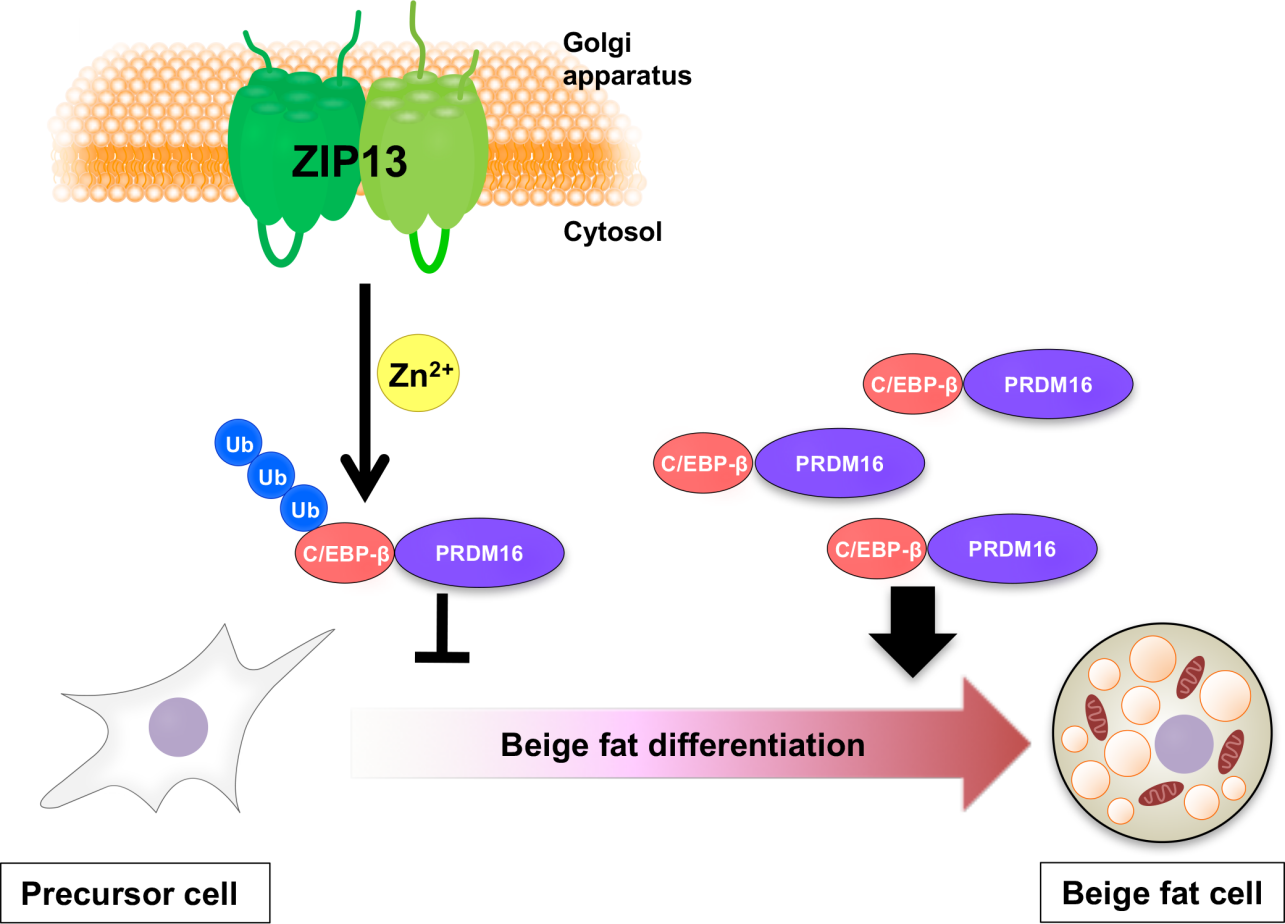
Schematic model of the role of ZIP13 in adipocyte browning. Zinc transport mediated by ZIP13 inhibits C/EBP-β accumulation, thereby negatively regulating adipocyte browning (left). Conversely, C/EBP-β accumulates in the *Zip13*-deficient condition (right).

## Methods

### Animal studies

All mice were housed in specific pathogen-free barrier facilities, maintained under a 12-h light/dark cycle, given water *ad libitum*, and fed standard rodent feed (Oriental Yeast, Tokyo, Japan) or rodent feed containing 60% fat (Research Diet, New Brunswick, NJ, USA) from 8 to 14 weeks of age. As *Zip13-*KO mice show hypodontia [23], all mice used in the experiments were fed powdered feed to ensure adequate nutrition. All mice were backcrossed onto C57BL/6J mice for more than seven generations.

### Metabolic studies

The whole-body energy expenditure of *Zip13*-KO or WT mice at 10 weeks of age was measured using an ARCO 2000 mass spectrometer (Arco System, Chiba, Japan).

### Cell immortalization and culture

Immortalized white or brown preadipocytes were isolated from the iWAT or BAT of WT and *Zip13*-KO mice (6–8 weeks) by collagenase digestion, as described previously [49]. Preadipocytes were immortalized by retroviral transduction with the SV40T antigen and selection with puromycin (2 mg/mL). Immortalized preadipocytes were a mixed population and two cell lines were examined. Preadipocytes were seeded into collagen-coated dishes (Corning, Kennebunk, ME, USA) in DMEM/F12 (Gibco, Carlsbad, CA, USA) with 10% FCS. C3H10T1/2 cells were obtained from American Type Culture Collection. For white adipocyte differentiation, cells were induced with induction medium containing 10% FBS, 5 μg/mL insulin, 250 μM isobutylmethylxanthine (IBMX), and 2 μg/mL dexamethasone in DMEM. Two days after induction, the culture medium was changed to a maintenance medium containing 10% FBS and 5 μg/mL insulin. For the brown adipocyte cocktail, we used a formula described in previous reports [26–28]. Briefly, when the cells reached confluency, brown/beige adipocyte differentiation was induced by treating cells with DMEM containing 10% FBS, 250 μM IBMX, 2 μg/mL dexamethasone, 125 μM indomethacin, 5 μg/mL insulin, 1 nM T3, and 0.5 μM rosiglitazone. Two days after induction, the culture medium was changed to a maintenance medium containing 10% FBS, 5 μg/mL insulin, 1 nM T3, and 0.5 μM rosiglitazone. For cAMP treatment, cells were incubated with 10 μM forskolin for 4 h.

### RNAi-mediated gene knockdown

RNAi-mediated gene knockdown was performed as described previously [8]; siRNAs for *Zip13* were obtained from Invitrogen (Carlsbad, CA, USA) (silencer select siRNA [s206098] and stealth siRNA[MSS229105]).

### Immunoblotting and immunoprecipitation experiments

Immunoblotting and immunoprecipitation were performed as described previously [50]. The following antibodies were used for immunoblotting: anti-C/EBP-β (1:1,000; Cell Signaling, Danvers, MA, USA), anti-PRDM16 (1:1,000) [51], anti-PPARγ (1:1,000; Cell Signaling), anti-Rpb1CTD (RNA polymerase II CTD) (1:1000; Cell Signaling), anti-tubulin (1:3,000; Sigma-Aldrich, St Louis, MO, USA), or anti-β-actin (1:3,000; Sigma).

### Gene expression analysis

Total RNA was isolated from tissues using QIAzol (Qiagen, Valencia, CA, USA) following the manufacturer’s protocol. Reverse transcription reactions were performed using High Capacity cDNA Synthesis Kit (Applied Biosystems, Foster, CA, USA). The sequences of the primers used in this study are shown in S3 Table. Quantitative reverse transcriptase PCR (qRT-PCR) was performed with SYBR green fluorescent dye using an ABI 7500 Fast Real-Time PCR System. Relative mRNA expression was determined by relative standard curve methods using *18S* as an internal control to normalize samples.

### Microarray experiment

Samples were hybridized onto an array (Agilent SurePrint G3 Mouse GE 8x60K). The gene expression data set was deposited in the Gene Expression Omnibus database (GSE77933). Microarray analysis and functional enrichment analysis were as described in S1 Text.

### Plasmid construction and virus production

C-terminally HA-tagged plasmids expressing mouse ZIP13 (mZIP13-HA) were constructed by inserting cDNA into a pcDNA3.1, pMX-IRES-GFP, or pBabe-puro vector. Plasmids expressing zinc transport-incompetent ZIP13 mutants were constructed using two-step PCR. The plasmid expressing HA-C/EBP-β was kindly provided by Dr. Y. Kido (Kobe University) [52]. All constructs were verified by sequencing. Phoenix packaging (PLAT-E) cells, provided by Dr. T. Kitamura (Tokyo University), were transfected with retroviral vectors by lipofection [53]. After 48 h, the viral supernatant was collected and filtered. Cells were incubated for 6 h with the viral supernatant supplemented with 10 μg/mL polybrene.

### Immunohistochemistry and immunocytochemistry

Immunohistochemical analysis was performed as described previously [20,54,55], using an anti-Ucp1 antibody (1:250 dilution, Abcam, St. Charles, MO, USA). Immunocytochemistry was performed as described previously [50]. Anti-HA (1:100; MBL, Nagoya, Japan) and anti-GM130 antibodies (1:250; Transduction Lab, Lexington, KY, USA) were used for staining.

### Study approval

The protocol for animal experiments was approved by the Ethics Review Committee of Animal Experimentation of Juntendo University and Gunma University.

### Statistical analysis

All quantitative data were reported as the mean ± SEM. The Student’s *t*-test was performed for the comparison of two groups. For multiple comparisons, analysis of variance was performed by Two-way ANOVA followed by Bonferroni’s multiple comparison test or One-way ANOVA followed by Bonferroni’s multiple comparison test. A *p*-value of less than 0.05 was considered to indicate a statistically significant difference between two groups.

### Ethics statement

All mice were housed and cared for according to guidelines approved by the Animal Care and Use Committee of Juntendo University (280216), and by the Committee for Institutional Animal Care and Experimentation Committee at the Gunma University (16–048).

## Supporting information

S1 Fig Phenotype of adipose tissues in *Zip13*-KO mice. (A) Tissue weights of inguinal, epididymal, and brown fat tissues of WT and *Zip13*-KO mice. Tissue weights were normalized to whole-body weights. (B) The relative *Zip13* expression in various tissues from WT and *Zip13*-KO mice (n = 5–7). (C) H & E staining of epididymal fat in WT and *Zip13*-KO mice. Scale bars = 100 μm. (D) Expression of the indicated genes in epididymal fat tissue (n = 5–7). (E) Oxygen consumption rate (OCR) of inguinal fat tissue and brown fat tissue of WT and *Zip13*-KO mice at 24–26 weeks of age (n = 3). Data are shown as the mean ± SEM. *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S2 Fig Characterization of upregulated or downregulated genes in *Zip13*-KO cells. (A) Genes that are upregulated or downregulated in *Zip13*-KO cells compared with WT cells. Color bar represents the gradient of log_2_-fold-changes in each comparison. (B) Gene Ontology Biological Processes (GOBPs) represented by the genes upregulated or downregulated by *Zip13* deletion. GOBPs are represented by enrichment scores, -log_10_(*p*), where *p* is the *p* value of the GOBPs that are enriched. (C) KEGG pathway enrichment represented by the genes upregulated or downregulated by *Zip13* deletion. The bars represent the enrichment scores, -log_10_(*p*), where *p* is the *p* value.
(TIF) Click here for additional data file.

S3 Fig Metabolic phenotypes of *Zip13*-KO mice. (A) Average daily food intake of WT and *Zip13*-KO mice (n = 8–10). (B) Locomotor activity of WT and *Zip13*-KO at 18 weeks of age (n = 4–8). (C) Oxygen consumption rate of WT and *Zip13*-KO 10-week-old mice with CL316,243 (0.5mg/kg) under thermoneutral conditions (n = 5). Error bars are SEM. *p < 0.05, n.s., not significant.
(TIF) Click here for additional data file.

S4 Fig Phenotypes of *Zip13*-KO mice fed a HFD. **(related to Fig 1)** (A) Tissue weights of inguinal, epididymal, and brown fat tissues of WT and *Zip13*-KO mice after 6 weeks on a HFD. Tissue weights were normalized to whole-body weights. (B) Insulin tolerance testing (left and middle) and the cumulative area under the curve between 0 min and 60 min for ITT (right) of 16-week-old WT and *Zip13*-KO mice fed an HFD for 8 weeks (n = 6–9). (C) Fasting blood glucose (left) and fasting plasm insulin (right) levels of 15-week-old WT and *Zip13*-KO mice fed an HFD for 7 weeks (n = 7–9). (D) H & E staining of inguinal fat tissue and brown fat tissue in WT and *Zip13*-KO mice fed a HFD. Scale bars = 200 μm. (E) Expression of the indicated genes in inguinal fat tissue (n = 6–7). (F) Expression of the indicated genes in brown fat tissue (n = 6–7). Data are shown as the mean ± SEM. *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S5 Fig Phenotypes of *Zip13*-KO mice fed a HFD. (A) Body weights of mice from 5 to 9 weeks of age when fed a HFD (n = 7–8). (B)Lean mass (left) and Fat mass (right), (C) Lean mass/ Body weight (left) and Fat mass/Body weight (right) of WT and *Zip13*-KO mice fed an HFD for 6–7 weeks (n = 7–8). (D) CT evaluation of adiposity of WT and *Zip13*-KO mice after 6–7 weeks on a HFD. (E) CT evaluation of visceral fat mass and subcutaneous fat mass of WT and *Zip13*-KO mice after 6–7 weeks on a HFD. Tissue mass was normalized to whole-body weights. (F) Blood glucose concentrations were measured during the IPGTT in WT and *Zip13*-KO mice after 5–6 weeks on a HFD. Data are shown as the mean ± SEM. *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S6 Fig Expression of adipogenic regulators at the early stages. (A) Western blots demonstrating the retroviral expression of ZIP13-HA in WT and *Zip13*-KO white preadipocytes; β-actin is shown as a loading control. (B) Time course (0, 1, 4, 8, 24, and 48 h) of mRNA expression of the indicated genes in differentiated white preadipocytes derived from WT and *Zip13*-KO mice. Data are shown as the mean ± SEM. *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S7 Fig Expression of C/EBP-β. Western blot showing the stable HA-C/EBP-β expression in WT white preadipocytes; β-actin is shown as a loading control.
(TIF) Click here for additional data file.

S8 Fig C/EBP-β overexpression accelerates adipocyte browning independent of adipogenesis. **(related to Fig 3)** (A) Schematic representation of the time course used in the following studies (B and C). (B) Full panel of indicated genes (related to Fig 3B and 3D). (C) Full panel of indicated genes (related to Fig 3C and 3E). (D) Schematic representation of the time course used in the following studies (E and F). (E) Full panel of indicated genes (related to Fig 3G and 3I). (F) Full panel of indicated genes (related to Fig 3H and 3J). Data are shown as the mean ± SEM. *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S9 Fig *Zip13* knockdown increased adipocyte browning. (A) Diagram showing the time course of the experiments in B-D using C3H10T1/2 cells transfected with control siRNA (si-Ctrl) or *Zip13* siRNA (si-*Zip13*-#2). (B) *Zip13* expression decreased in C3H10T1/2 cells transfected with *Zip13* siRNA (n = 3). (C) Oil Red O staining of C3H10T1/2 cells transfected with si-Ctrl or si-*Zip13*-#2 under proadipogenic conditions. (D) The expression levels of the indicated genes were analyzed by qRT-PCR (n = 4). Data are shown as the mean ± SEM. *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S10 Fig Zinc ion could not rescue the browning phenotype of *Zip13*-KO cells. (A) Schematic showing the time course used in B and C. WT and *Zip13*-KO (KO) white preadipocytes were differentiated using a brown-adipogenic induction cocktail with or without 100 μM ZnSO_4_. (B) *MT1A* expression in WT and KO cells (n = 4). (C) Expression levels of the indicated genes were measured by qRT-PCR (n = 4). Data are shown as the mean ± SEM. *p < 0.05, **p < 0.01. Please note that the expression level of indicated genes of both KO cells and its zinc-treated cells were significantly increased compared to WT cells or its zinc-treated cells, respectively.
(TIF) Click here for additional data file.

S11 Fig ZIP13 negatively regulates brown adipocyte differentiation. (A) Expression of the indicated genes was measured by qRT-PCR (n = 4). (B) HA-tagged ZIP13 was expressed in *Zip13*-KO brown preadipocytes; β-actin was used as a loading control. (C) The brown preadipocytes derived from *Zip13*-KO mice expressing control (Ctrl) or HA-tagged ZIP13 (ZIP13) were differentiated. The mRNA expression levels of the indicated genes were measured by qRT-PCR (n = 4). (D) C/EBP-β protein expression at the indicated time points (0, 2, 4 and 6 days). WT and *Zip13*-KO brown preadipocytes were differentiated using a brown adipogenic cocktail at the indicated time points; Tubulin was shown as a loading control. Data are mean ± SEM. *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S1 Table Upregulated and downregulated genes in *Zip13*-KO mice. (XLSX) Click here for additional data file.

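The table gives, for each gene, a log2 fold change, an adjusted p and the log2-normalized intensity of each of the 6 arrays. Of its genes, 1998 could be read here, all 1260 that the paper lists as higher and 738 of those it lists as lower, while the remaining 344 were missing from the copy. For every gene read, the 6 intensities equal those of a single spot of the deposited table within 0.001 on the log2 scale, so each gene is represented by 1 spot. Within the same 0.001, the fold change is the difference of the genotypes' medians for all 1998 genes and the difference of their means for 18 of them.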

S2 Table Gene Ontology Biological Process (GOBP) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. (XLSX) Click here for additional data file.

S3 Table Primer sequences. (PDF) Click here for additional data file.

S1 Text Supplemental methods. (DOCX) Click here for additional data file.

# Supplementary material for: Zinc transporter ZIP13 suppresses beige adipocyte biogenesis and energy expenditure by regulating C/EBP-β expression
**Source:** PLoS Genet. 2017 Aug 30;13(8):e1006950. doi: 10.1371/journal.pgen.1006950
**Supplement:** S3 Table

## Supplemental table

**Table S3. Primer sequences**

| Gene                             | Species | Forward primer           | Reverse primer             |
|----------------------------------|---------|--------------------------|----------------------------|
| <i>18S</i>                       | mouse   | TTCTGGCCAACGGTCTAGACAAC  | CCAGTGGTCTTGGTGTGCTGA      |
| <i>aP2</i>                       | mouse   | ACACCGAGATTTCTTCAAACG    | CCATCTAGGGTTATGATGCTCTTCA  |
| <i>PPAR<math>\gamma</math></i>   | mouse   | GTGCCAGTTTCGATCCGTAGA    | GGCCAGCATCGTGTAGATGA       |
| <i>Cidea</i>                     | mouse   | ATCACAACCTGGCCTGGTTACG   | TACTACCCGGTGTCCATTTCT      |
| <i>Cox8b</i>                     | mouse   | GAACCATGAAGCCAACGACT     | GCGAAGTTCACAGTGGTTCC       |
| <i>Pgc1<math>\alpha</math></i>   | mouse   | AGCCGTGACCACTGACAACGAG   | GCTGCATGGTTCTGAGTGCTAAG    |
| <i>Prdm16</i>                    | mouse   | TGGCCTTCATCACCTCTCTGAA   | TTTCTGATCCACGGCTCCTGTGA    |
| <i>Ucp1</i>                      | mouse   | CACCTTCCCGCTGGACACT      | CCCTAGGACACCTTTATACCTAATGG |
| <i>C/EBP-<math>\beta</math></i>  | mouse   | AAGCTGAGCGACGAGTACAAGA   | GTCAGCTCCAGCACCTTGTG       |
| <i>C/EBP-<math>\delta</math></i> | mouse   | CGACTTCAGCGCCTACATTGA    | CTAGCGACAGACCCACAC         |
| <i>Krox20</i>                    | mouse   | TGACTATTGTGGCCGCAAGTT    | TTCTGCCGAAGGTGGATCTT       |
| <i>Resistin</i>                  | mouse   | AAGAACCTTTTCATTTCCCCTCCT | GTCCAGCAATTTAAGCCAATGTT    |
| <i>Agt</i>                       | mouse   | GCACCCTGGTCTCTTTCTACC    | TGTGTCCATCTAGTCGGGAGG      |
| <i>Pank3</i>                     | mouse   | TGCTGTAGTGTCCCATTTCTGCCT | AGCTGGAACAGCAACACCTAGGAA   |
| <i>Ednra</i>                     | mouse   | AGCAGGAAGGTGTGCTGACT     | GTAGGAGGCATCTGGGTGA        |
| <i>Zip13</i>                     | mouse   | AGGCCCCAGCAAAGACCCCA     | CTTTTGTCTCACAAGGAAGCT      |
| <i>MT1A</i>                      | mouse   | GCCTGCAAGAACTGCAAGTG     | ATAGGAAGACGCTGGGTGG        |

# Supplementary material for: Zinc transporter ZIP13 suppresses beige adipocyte biogenesis and energy expenditure by regulating C/EBP-β expression
**Source:** PLoS Genet. 2017 Aug 30;13(8):e1006950. doi: 10.1371/journal.pgen.1006950
**Supplement:** S1 Text

**Supplemental methods**

**Gene expression analysis.**

Total RNA was isolated from tissues using Qiazol (Qiagen, Valencia, CA) following the manufacturer’s protocol. Reverse transcription reactions were performed using the High Capacity cDNA Synthesis Kit (Applied Biosystems, Foster, CA). S3 Table shows the primer sequences used in this study. Quantitative reverse transcriptase PCR (qRT-PCR) was performed with SYBR green fluorescent dye using an ABI 7500 Fast Real-Time PCR System. Relative mRNA expression was determined by relative standard curve methods using *18S* as an internal control to normalize the samples.

**Microarray analysis**.

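The deposited table holds a normalized log2 intensity for each spot and array. Sorted by size, its 6 columns differ from each other by at most 0.049, as quantile normalized columns do. Within each array, the order of the spots in the table is that of the median pixel signal before background subtraction (rank correlation 1), and the rank correlation with the background-subtracted processed signal is 0.9745 to 0.987. With this table in place of the scanner's processed signal, and all other choices kept, 1259 genes were higher and 1006 lower in Zip13-KO iWAT, of which 2158 were also called from the processed signal.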

We first normalized the log_2_ intensities of all probes using the quantile normalization method [[1](#_ENREF_1)]. Before identifying differentially expressed genes (DEGs) (genes that were up- or downregulated in *Zip13*-KO compared with WT cells), we first confirmed the expression of individual probes using a Gaussian-mixture modeling method as previously described [[2](#_ENREF_2)]. 

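A filter of this kind was applied to the processed signal. A mixture of a dim and a bright Gaussian component was fitted to the mean log2 intensities of all probes, and probes of the bright component in at least 1 genotype were kept. This left 17533 genes to test. Of them, 1525 were higher and 1206 were lower in Zip13-KO iWAT, and 2588 of these were also called with the filter on the scanner's background calls. With no filter, 21365 genes were tested, and 1381 were higher and 1072 lower.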

We used normalized log_2_ intensities to identify DEGs when comparing WT and *Zip13*-KO cells using a previously reported integrative statistical hypothesis testing method that computes adjusted *p* values (*p*) by combining a two-tailed t-test and a median-ratio test [[3](#_ENREF_3)]. Genes with *p*< 0.05 and log_2_-median-ratios > 0.58 (1.5-fold) among the expressed genes were identified as DEGs.

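The methods' t-test alone, at an unadjusted p under 0.05 with the fold change threshold, called 1564 genes higher and 1235 lower, and after Benjamini-Hochberg adjustment 1008 higher and 707 lower. The integrative test was approximated by combining the methods' t-test and a median-ratio test by Stouffer's method, with both p values taken from all other splits of the 6 arrays. This called 1714 genes higher and 1642 lower. Data were also simulated with the spread of these arrays and far fewer changed genes than were called here. In them, the combined test, whose p was not adjusted, called 448 unchanged genes, and limma with adjustment called 10. Of the changed genes, the combined test found 99.0% in either direction, and limma 85.0% in the right direction. As the combined test takes its p values from other splits, these counts may not hold where many genes change.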

**Functional enrichment analysis.**

To identify cellular processes or pathways represented by the DEGs, we performed functional enrichment analysis for the DEGs using ConsensusPathDB [[4](#_ENREF_4)] and selected the GPBPs (level 3 and 4) and KEGG pathways with a *p* value < 0.01 and gene count ≧ 5 as the ones represented by the DEGs.

**Body composition analysis and locomotor activity.**

Body fat percentage, visceral fat mass and subcutaneous fat mass were measured using an X-ray CT scanner (LaTheta LCT-200; Hitachi Aloka Medical, Tokyo, Japan). Locomotor activity was measured in a metabolic chamber using an infrared light beam detection system (ACTIMO-100; Shinfactory, Fukuoka, Japan). Total locomotor activity during a 12-h period was measured.

**Measurement of blood glucose levels and insulin levels.**

The intraperitoneal glucose tolerance test (IPGTT) and insulin tolerance test (ITT) were performed as described previously [5]. For IPGTT, animals were fasted for 13 h, and then injected intraperitoneally with 2 g/kg glucose. Glucose levels were measured using a glucose analyzer (Glutest mint, Sanwa Chemical Co., Japan). Insulin levels were measured by enzyme-linked immunosorbent assay (ELISA) kit (Morinaga Co., Kanagawa, Japan). For the ITT, mice were injected intraperitoneally with insulin (0.75 units/kg).

**Tissue respiration assay and cellular respiration assay.**

Tissue respiration was analyzed using a Clark-type oxygen electrode (YSI Incorporated, Yellow Springs, OH). Freshly isolated inguinal WAT and interscapular BAT tissues were minced until homogenous. Oxygen consumption rate (OCR) was normalized to protein concentration measured using the micro BCA protein assay kit (Pierce Protein Biology, Thermo Fisher Scientific, Waltham, MA). For the cellular respiration assay, immortalized white adipocytes were differentiated using a brown adipogenic cocktail. On day 6 of differentiation, adipocytes were detached and re-seeded at 2 x 10^4^ cells/well into XFe24 cell culture microplates (Seahorse Bioscience). OCR was measured using an XFe24 Extracellular Flux Analyzer. Oligomycin was used to determine uncoupled respiration.

**References**

1. Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185-193.

2. Lee HJ, Suk JE, Patrick C, Bae EJ, Cho JH, et al. (2010) Direct transfer of alpha-synuclein from neuron to astroglia causes inflammatory responses in synucleinopathies. J Biol Chem 285: 9262-9272.

3. Hwang D, Smith JJ, Leslie DM, Weston AD, Rust AG, et al. (2005) A data integration methodology for systems biology: experimental verification. Proc Natl Acad Sci U S A 102: 17302-17307.

4. Kamburov A, Wierling C, Lehrach H, Herwig R (2009) ConsensusPathDB--a database for integrating human functional interaction networks. Nucleic Acids Res 37: D623-628.

5. Shigihara N, Fukunaka A, Hara A, Komiya K, Honda A, et al. (2014) Human IAPP-induced

pancreatic beta cell toxicity and its regulation by autophagy. J Clin Invest 124: 3634-3644.

How the deposited data were processed for this re-analysis (not part of the article)

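RNA from the iWAT of 10-week-old mice, 3 WT and 3 Zip13-KO, was measured on 6 Agilent SurePrint G3 Mouse GE 8x60K arrays in the 1-colour assay. The authors' scanner files, made with Feature Extraction 11.5.1.1, give for each spot a processed signal in intensity units. That signal is corrected for background and for trends across the slide, is kept above 0, and is not normalized between arrays. They also give the raw median signal of the spot and of its local background. The values table that the authors deposited holds log2 of the median signal, not corrected for background and quantile normalized between the 6 arrays. Its column of origin was found by comparing it with the scanner files, since the supplementary methods name the quantile normalization but not the signal.

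The processed signal was taken as log2, control spots and spots marked as outliers were left out, spots of one probe were averaged, and the arrays were quantile normalized. The filter for dim probes, the naming of probes by RefSeq accession (GRCm38.p6; accessions of the files compared without their version) and the choice of the brightest probe for a gene are described at the first array result. Of 55681 probes, 28331 (50.9%) had a symbol, and 13 had no value on at least 1 array. Among the genes tested, 4138 had more than 1 kept probe. The array design was annotated on mm9 and the names on another assembly, so no positions are printed, and the neighbours of Slc39a13 are given by name only.

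Genes were compared between genotypes with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with statmod 1.5.0. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold (0.58 on the log2 scale, the thresholds of the supplementary methods) were called. When all 3 arrays of a genotype were not well above background, the fold change is given as a bound. For it, that genotype's values were raised to the lowest value well above background on the same array where they lay under it. The bound is approximate, as a spot not well above background can lie above that value. The genes named are, by fitted values, the 5 with the largest rise and the 5 with the largest fall among called genes whose genotypes did not overlap, every gene of the paper's text, Fig 1C and S3 Table, the genes printed in Fig 1E, the members of each list with the largest and smallest change, and up to 10 called genes near Slc39a13. Genes behind a count of 5 or fewer, and the most abundant markers of a cell type, were named after their values were seen.

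Lists of genes were tested with camera (preset correlation 0.01), with p values adjusted over 18 lists. The lists are oxidative phosphorylation subunits, peroxins, fatty acid oxidation, TCA cycle, chemokines and chemokine receptors, Toll-like receptors and interleukins, cytosolic ribosomal proteins, lipogenesis, zinc transporters and metallothioneins, clock genes of the PAR-bZIP phase, clock genes of the Arntl phase, and markers of macrophages, lymph node, skeletal muscle, mammary epithelium, endothelium, stromal progenitors and fibroblasts, and adipocytes. Their members were set before the data were examined, while the lists at the paper's claims take their themes from its result on these same arrays. Enrichment among called genes was tested with Fisher's exact test against all genes tested, and fry and an estimated correlation were run beside camera. Called genes within 10 Mb of Slc39a13 were compared with the other tested genes by Fisher's exact test.

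The alternatives, also set before the data were examined, were each array's 75th percentile in place of quantile normalization, normexp background correction (offset 50), no background correction, the deposited values table, no filter, a filter requiring all 6 arrays, a mixture-model filter, the mean of a gene's probes, the ratio of medians, the methods' t-test with and without adjustment, that test combined with a median-ratio test, an intensity trend with a robust prior, the replicate number as a replicate block, other thresholds and windows, and leaving out each array in turn. The normexp and no-background alternatives were meant for the mean signal of each spot. The files hold no mean signal, so the median signal was used. A block for slide or scan was not run, since all arrays were on 1 slide and in 1 scan. The genotypes were also compared over all 10 splits of the 6 arrays into 3 and 3.

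The depth of an array is set by the signal over background: the median of the local background was 35 to 39.5 intensity units in the WT and 31 to 36 in the Zip13-KO arrays, and no spot was saturated. The number of arrays limits the precision. Tested on simulated data, the limma steps found 95.0% of genes changed by 2 and 75.0% of genes changed by 1 on the log2 scale. With as many changed genes as were called here, 74.4% were found and 1.57% of the calls were false. Of 100 lists of unchanged genes, camera gave 1, fry 4 and the estimated correlation 0 with a p under 0.05. The simulated genes were independent of each other, so these counts cannot show how the tests behave where genes are correlated.

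The supplementary methods do not give the details of the mixture model or of the integrative test, so both were approximated. Only part of S1 Table was in hand, so no overlap of the calls with it was tested. The qRT-PCR, protein, histology and metabolic experiments were not analysed here.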

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

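The tests chosen only after the result was seen are those of normalization and of skeletal muscle for the ribosomal genes and of the adipocyte share for lipogenesis, and the counts of splits for all 3 lists.

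The 79 tested genes of cytosolic ribosomal proteins were a little lower in Zip13-KO iWAT, a signal in genes the paper does not discuss. The median log2 fold change was -0.23 (-0.2255), with 78 of 79 below 0, from -0.47 for Rpl5 to 0.12 for Rps4l, the only one above 0 (camera adjusted p = 4.57e-11, fry adjusted p = 0.00581). No gene of the list was past the fold change threshold. With normexp background and with no background correction the median was -0.224, which argues against the background correction as the cause. Of the scaling and background alternatives, only the 75th percentile replaced the quantile normalization. With it the median was nearer to 0, at -0.139, and the list stayed past the test's threshold (camera adjusted p = 3.78e-05). The normalization is thus not shown to be the whole cause, while the size of the fall depends on it. With the correlation between genes estimated from the arrays, the list did not pass (adjusted p = 0.343, against 1.87e-17 to 0.343 over all alternatives). The median of the list's genes was -0.06 to 0.04 in the WT arrays and -0.24 to -0.19 in the Zip13-KO arrays, each gene taken relative to its WT mean. Of the 10 splits of the arrays, 1 gave a p as small, the real one; as 10 splits cannot give a smaller share, they cannot decide whether chance is excluded. Skeletal muscle in the pieces of tissue is excluded as the whole cause, since with the mean of the muscle markers as a term of the fit the median was -0.27 (-0.2654), with a raw camera p of 1.72e-12. The share of other cell types was not tested for these genes and stays open. A change through the loss of ZIP13 stays open and was not tested.

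The 15 genes of lipogenesis were higher in Zip13-KO iWAT. The paper's text names fatty acid metabolism as a whole and does not discuss lipogenesis by itself, while S2 Table lists lipid biosynthesis among the terms of genes that rose, and Fig 1E shows Acly, Elovl6 and Thrsp. The median log2 fold change was 1.30 (1.304), with 15 of 15 above 0, from 0.40 for Elovl5 to 2.39 for Elovl6, and 13 genes were called higher (camera adjusted p = 7.75e-06, fry adjusted p = 0.0188). Under the alternatives, the median stayed between 1.01 and 1.52, and the list failed the test only with the estimated correlation (adjusted p = 0.343, against 3.53e-07 to 0.343 over all alternatives). One explanation is a larger share of adipocytes in the Zip13-KO pieces of tissue. With each gene taken relative to its WT mean, the median of the lipogenesis genes less that of the adipocyte markers was -0.28, -0.04 and 0.38 in the WT arrays and 0.63, 0.79 and 0.40 in the Zip13-KO arrays. The lowest Zip13-KO array thus exceeded the highest WT array by 0.011, which is far less than the spread within a genotype. With means in place of these medians, a choice made after the values were seen, the differences were -0.15, -0.13 and 0.28 in the WT arrays and 0.69, 0.91 and 0.50 in the Zip13-KO arrays. The gap between the genotypes is then wider and still smaller than the spread between the WT arrays. On both scores, every Zip13-KO array lay above every WT array. The lipogenesis median of 1.30 was also above the highest adipocyte marker, Aqp7 at 1.17. Over the alternatives, the lipogenesis median was at least 1.01 and that of the adipocyte markers at most 0.795. These values argue against a larger adipocyte share as the whole cause. How much of the rise it explains stays open with 3 arrays against 3. Of the 10 splits, 2 gave a p as small, the real one included, so the splits do not exclude chance. An effect of the genotype is also open.

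The 10 clock genes of the PAR-bZIP phase were higher in Zip13-KO iWAT, in genes the paper's text does not discuss. S2 Table lists circadian rhythm among the pathways of genes that rose, and names of clock genes had been seen there before the list was written. The median log2 fold change was 1.26 (1.261), with 10 of 10 above 0, from 0.12 for Per1 to 2.41 for Ciart, and 7 were called higher (camera adjusted p = 0.000354, fry adjusted p = 0.0188). Under the alternatives, the median stayed between 1.01 and 1.56, and the test failed only with the estimated correlation (adjusted p = 0.343, against 1.05e-06 to 0.343 over all alternatives). Tissue taken at different times of day would move the genes of the Arntl phase the other way. The 4 genes of that phase had a median of -0.83 (-0.8302), with 3 of 4 below 0, from -0.96 for Npas2 to 0.12 for Clock. Of these, 2, Arntl and Nfil3, were called lower (Fisher's exact test, p = 0.0374, adjusted p = 0.096 over the 18 lists). Over the alternatives the median ranged from -0.97 to -0.40; it was -0.50 without Zip13-KO replicate 2, -0.40 with normexp background and -0.44 with no background correction, and Npas2 ranged from -1.53 to -0.08. This list did not pass camera (adjusted p = 0.221) and passed fry (adjusted p = 0.0379, against 0.0379 to 0.36 over all alternatives). The 2 phases thus moved in the directions that different times of day would give. With 4 genes, and no time of collection in the labels, different times of collection and an effect of the genotype on the clock cannot be told apart. For the PAR-bZIP phase, 4 of the 10 splits gave a p as small, the real one included, so the splits do not exclude chance.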

How the results depend on the processing

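All alternatives were set before the data were examined, and none was added later. A block for slide or scan was not run, as there was 1 of each. The t-test with median-ratio test was run as an approximation. Where no cause is given, the cause was not tested.

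Slc39a13 kept its direction and its call under all 22 alternatives, with log2 fold changes from -4.46 to -3.68. The count of genes higher (1585) and lower (1279) stayed within 1.5-fold except where named here. It was 1008 and 707 with the methods' t-test after Benjamini-Hochberg adjustment, 2948 and 2317 with no fold change threshold, and 704 and 496 at an adjusted p under 0.01. The last 2 follow from the thresholds themselves. With each array left out in turn, it ranged from 964 to 1662 for higher and from 759 to 1468 for lower genes; it fell beyond 1.5-fold without Zip13-KO replicate 1 (964 and 759) and without Zip13-KO replicate 2 (1013 and 783). Of the 2864 genes called, 2712 kept the call with the 75th percentile, 1958 with normexp background, 2158 with no background correction or the deposited table, 2331 with no filter and 1635 without Zip13-KO replicate 1. No called gene was called in the opposite direction under any of the alternatives, and 2 changed sign with the mean of probes. With the replicate number as a replicate block, 1310 genes were higher and 1056 lower. The numbers do not pair the arrays, since the deviations from the group means correlated at -0.021, 0.038 and -0.08 across genes for equal numbers and at -0.173 to 0.179 for unequal ones.

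The 6 lists at the claims kept their sign under all alternatives. The range of medians was 0.58 to 0.79 for the oxidative phosphorylation subunits, 0.62 to 0.81 for the peroxins, 0.85 to 1.12 for fatty acid oxidation, 0.82 to 1.04 for the TCA cycle, -0.70 to -0.48 for the chemokines and -0.55 to -0.28 for the Toll-like receptors and interleukins. They passed the test under every alternative but the estimated correlation, where the medians were unchanged at 0.647, 0.738, 1.035, 0.926, -0.61 and -0.419 and the adjusted p was 0.33 for each. Some alternatives add no separate check of any list. The log2 median ratio and the intensity trend leave the list test as in the main fit. The methods' t-test gives the same list test with and without adjustment, and the deposited table gives that of no background correction. The adjusted p over the alternatives began at 2.8e-25, 1.57e-08, 8.67e-12, 2.4e-10, 2.71e-06 and 8.09e-05.

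Of the fat genes of Fig 1E, the brown fat-specific genes called higher (20) and the white fat-specific genes not called (9) stayed within 1.5-fold. The common genes called higher (10) were 4 with no filter, 1 with the methods' t-test after Benjamini-Hochberg adjustment, 3 with the replicate block and 0 at an adjusted p under 0.01, and 1 to 14 with each array left out in turn.

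The share of called genes within 10 Mb of Slc39a13 (19.6%) did not differ from that of other genes, except with no filter, where it was lower, at 6.515% (Fisher's exact test, p = 0.00495; over the alternatives, p ranged up to 1). The cause was not tested.

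The filter on all 6 arrays gave no value for Arg1, Ccl28, Cxcl5, Elovl3, Mb, Mybpc3, Npas2 and Slfn4. For 144 genes named or shown, 3160 values were computed under the alternatives: 2899 had the direction and the call unchanged, 204 lost the call, 57 gained one and 0 reversed. Of the 67 called genes, 33 kept the call under every alternative, and of the 77 not called, 45 stayed so. Among the genes with the largest changes and those of the paper's text, Fig 1C and S3 Table, Fabp3 lost its call under 5 alternatives, Arg1 under 2, Prdm16 under 10, Retn under 13, Cebpa under 7, Pparg under 3, Pank3 under 9 and Ednra under 12, and no other lost one. Of the genes of Fig 1E, Acly lost its call under 9, Pcx under 4 and Vim under 3, and of the marker genes Flt1 under 7, among others. Another 63 values of uncalled genes and lists changed sign. In 93 called genes the Zip13-KO arrays, and in 11 the WT arrays, were all not well above background, which limits their fold changes to bounds.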

Differences from the paper's values

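The counts of genes did not differ by the criterion used here (more than 1.5-fold): the paper's reported counts of genes higher in Zip13-KO and genes lower in Zip13-KO are 1260 and 1082, and those computed here are 1585 and 1279. From S1 Table, 66 genes named or shown here could be compared. All 66 had the same direction, 61 were called in both, and 14 log2 fold changes differed by the criteria used here. These were a gap larger than the spread between replicates or, for the 3 genes given as bounds (Arg1, Cxcl5 and Slfn4), a bound over 1.5 times the paper's fold. Of the 14, 12 rest on the same probe. Alternatives that were run for a gene and are not named left the difference in place. The filter on all 6 arrays gave no value for Arg1, Cxcl5, Slfn4, Mybpc3 and Elovl3. Under the alternatives, the fitted values of the 3 genes with bounds were compared. All alternatives were set before the data were examined.

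With normexp background, with no background correction and with the deposited table, and with none of the other alternatives run, these differences were closed. The paper's reported log2 fold change of Slc39a13 is -3.785, against -4.33 (-4.328) here. For Spi1 it is -1.16633, against -1.49. For Mybpc3 it is -0.621593, against -1.52. For Slfn4 it is -2.59667, 6.05-fold lower, against an approximate bound of 22.7-fold lower here (-4.505 on the log2 scale). For Cxcl5 it is -1.79426, 3.47-fold lower, against an approximate bound of 10.4-fold lower (-3.38). For Arg1 it is -2.37642, 5.19-fold lower, against an approximate bound of 10.1-fold lower (-3.341). The bound of Arg1 lies within the spread between replicates (SD 1.37) of the paper's value, so for Arg1 a difference beyond that spread is not shown.

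The same 3 alternatives and 1 more closed the next differences. For Ciart, the paper's reported value is 1.38843, against 2.41 here, and for Elovl3 it is 2.89905, against 4.84; both were also closed without WT replicate 2. For Fcgr1 it is -2.10185, against -2.57, also closed without WT replicate 1.

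For Pank1, the paper's reported value is 1.9687, against 2.37 here, closed with no background correction and with the deposited table. For Otop1 it is 2.15909, against 2.67, closed with normexp background, no background correction, the deposited table, the mean of probes, the log2 median ratio, the t-test with median-ratio test, without WT replicate 1 and without Zip13-KO replicate 2. For Nnat it is 1.04675, against 0.58 (0.583), not called here, closed with the 75th percentile, the log2 median ratio, the t-test with median-ratio test, without WT replicate 3 and without Zip13-KO replicate 2. Of these, the t-test with median-ratio test also called Nnat.

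On another probe than the one used here, the paper's reported value of Itgam is -1.31188, against -0.17, not called here. No alternative closed the difference, and the mean of probes called the gene. For Kdr it is 0.785775, also on another probe, against 0.11, not called here, closed and called without WT replicate 1.

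Il17d and Mgst1 are in S1 Table and were not called here, while their values did not differ. For Il17d, the paper's reported value is 0.645656, against 0.51, and it was called with the t-test with median-ratio test and without WT replicate 2. For Mgst1 it is 0.583577, against 0.48, and it was called without WT replicate 2.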

Other observations

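The tests chosen only after the result was seen are those of skeletal muscle as the whole cause, of the macrophage markers against the lymph node markers and of Spi1 against the macrophage markers, and the counts of splits for the lists.

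The paper measured several genes of the iWAT by qRT-PCR (Fig 1C) or in cultured cells, which were not analysed here, and the arrays give values for the same genes in iWAT. Cox8b had a log2 fold change of 1.65 (standard error 0.17, adjusted p = 0.00467), Ppargc1a of 1.104 (standard error 0.15, adjusted p = 0.00696), Pparg of 1.12 (standard error 0.22, adjusted p = 0.0136), Cebpa of 0.81 (standard error 0.20, adjusted p = 0.027) and Prdm16 of 0.93 (standard error 0.28, adjusted p = 0.0458). All these were called higher, with all 3 Zip13-KO arrays above the 3 WT arrays. Pank3 (0.88, adjusted p = 0.0341) and Ednra (0.61, adjusted p = 0.0405) were called higher as well. Cebpb, whose protein the paper studies, had a log2 fold change of 0.45 (standard error 0.10, adjusted p = 0.017), which is under the fold change threshold. Not past the threshold were Cebpd (-0.09, adjusted p = 0.677), Zfp516 (-0.55, adjusted p = 0.151), Klf11 (-0.24, adjusted p = 0.398), Egr2 (-0.68, adjusted p = 0.311), Bmp7 (-0.21, adjusted p = 0.492), Ebf2 (0.45, adjusted p = 0.0813), Adrb3 (0.97, adjusted p = 0.0839), Agt (-0.01, adjusted p = 0.989) and Mt1 (-0.50, adjusted p = 0.0653). Prdm16 was not called without WT replicate 3 or without any 1 Zip13-KO replicate (0.89 to 1.05), Cebpa without any 1 Zip13-KO replicate (0.77 to 0.85), Pparg without Zip13-KO replicate 1 (1.01), and Pank3 without WT replicate 3 or any 1 Zip13-KO replicate (0.82 to 0.94). Ednra was called without Zip13-KO replicate 2 and not without any other array. Adrb3 was called without WT replicate 2 (1.27), with the 75th percentile (1.15) and with the t-test with median-ratio test (0.77). Egr2 was called lower with the t-test with median-ratio test (-0.84), and Mt1 was called lower without WT replicate 1 (-0.61). Cebpb was called higher with no fold change threshold. The probe of Slc30a8 was not well above background on any array, so the gene was not tested.

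The 23 tested zinc transporters and metallothioneins had a median log2 fold change of 0.00 and, with 11 above and 12 below 0, no common direction. This list did not pass camera (adjusted p = 0.353) and passed fry (adjusted p = 0.0188, direction down). It contains Slc39a13 itself. The 3 genes called were Slc39a13, Mt2 (-1.51, adjusted p = 0.0127) and Slc39a6 (-0.73), all lower; Mt2 and Slc39a6 are named after their values were seen. The highest was Slc39a8 at 0.53. The median ranged from -0.09 to 0.03 over the alternatives.

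For the counts of genes, 1 of the 10 splits of the 6 arrays gave as many called genes, the real one. The other 9 gave 0 calls with limma, and 127 to 378 genes at an unadjusted p under 0.05, against 7217 in the real split. These 9 splits mix the genotypes, so the genotype difference adds to the spread within their groups and lowers their counts. They are not a baseline for chance. Since 10 splits cannot give a share under 0.1, chance cannot be excluded in this way. Among the lists at the claims, the number of splits with a camera p as small, the real one included, was 1 for the oxidative phosphorylation subunits, 1 for the peroxins, 1 for fatty acid oxidation, 1 for the TCA cycle, 4 for the chemokines and 3 for the Toll-like receptors and interleukins. For the first 4 lists, 10 splits cannot give a smaller share, so the splits cannot decide whether chance is excluded, and the fry adjusted p was 0.00581 for each. For the last 2, other splits gave p values as small, so the splits do not exclude chance. The first principal component took 71.0% of the variance and parted the genotypes. Zip13-KO replicate 1, which shared the slide column of the WT arrays, lay at 37.4 on it, beside 39.7 and 30.3 for the other Zip13-KO arrays, and the WT arrays lay at -56.9, -29.9 and -20.6.

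The rise of the lists of energy metabolism was weighed against 3 technical explanations. Against the normalization and background correction, the median of the oxidative phosphorylation subunits stayed at 0.66 or higher under the scaling and background alternatives, and past the threshold. Skeletal muscle in the pieces of tissue was tested with 13 muscle markers, of which the iWAT arrays show 12 well above background on all 6. Their median was 0.89 (0.8925), with 13 of 13 above 0, from 0.16 for Mylpf to 2.37 for Mb. Only Myl1, the most abundant in WT (log2 intensity 11.95 in WT and 12.96 in Zip13-KO), was called higher. As a list they passed camera (adjusted p = 0.0433) and not fry (adjusted p = 0.204, against 0.000654 to 0.544 over all alternatives). More muscle in the Zip13-KO pieces is thus consistent with the data. The median of the markers was 0.36 without Zip13-KO replicate 3 (adjusted p = 0.259) and 0.43 without WT replicate 2 (adjusted p = 0.157). The list also failed camera without WT replicate 1 (adjusted p = 0.0596), with the 75th percentile (adjusted p = 0.0709), with the filter on all 6 arrays (adjusted p = 0.0767) and with the methods' t-test (adjusted p = 0.0862). As the whole cause muscle is excluded: with the mean of the muscle markers as a term of the fit, the oxidative phosphorylation subunits still had a median of 0.68 (0.6814), with 80 of 83 above 0, and a raw camera p of 7.53e-21. A larger share of adipocytes may contribute as well. The 15 adipocyte markers had a median of 0.71 (0.7079), with 15 of 15 above 0, from 0.03 for Cfd to 1.17 for Aqp7 (camera adjusted p = 0.000245, fry adjusted p = 0.0338), against 0.65 for the oxidative phosphorylation subunits. That they rose as much depends on WT replicate 1, without which the medians were 0.39 and 0.58, and on the fold change, as the log2 median ratio gave 0.465 and 0.603. The TCA cycle and fatty acid oxidation, with medians of 0.93 and 1.03, rose more than these markers, and whether that difference exceeds chance was not tested. These markers do not separate more adipocytes from a higher level in each adipocyte. An effect of the genotype stays open.

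The fall of the inflammatory lists was weighed against 3 other explanations. Dim probes are excluded, since the members well above background on all 6 arrays fell too, with a median of -0.61 (-0.6104) for 40 chemokines and receptors and -0.41 for 27 Toll-like receptors and interleukins. The 10 endothelial markers rose, which argues against an equal dilution of all other cells by adipocytes. Their median was 0.48 (0.4784), with 10 of 10 above 0, from 0.11 for Kdr to 0.91 for Flt1 (camera adjusted p = 0.000434). Dilution of the cells other than endothelium stays open, since the 13 markers of stromal progenitors and fibroblasts fell, with a median of -0.73. Less lymph node in the Zip13-KO pieces remains a candidate explanation. The 19 lymph node markers fell with a median of -0.40 (-0.4028), 19 of 19 below 0, from -0.77 for Ccl19 to -0.05 for Cr2 (camera adjusted p = 1.87e-05, fry adjusted p = 0.0188); 4 genes are in both this and the chemokine list. The most abundant, Cd79b, went from 14.54 to 14.01.

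The 17 macrophage markers fell more, with a median of -1.38 (-1.375), 17 of 17 below 0, from -2.57 for Fcgr1 to -0.17 for Itgam, and 14 were called lower (camera adjusted p = 5.95e-09, fry adjusted p = 0.00581). Less lymph node alone would not lower them by more than the lymph node marker that fell most, Ccl19 at -0.773, so it is excluded as the cause of this fall. Fewer macrophages, or macrophages in another state, may underlie part of the fall of the inflammatory lists, which the arrays do not separate. The most abundant marker, Lgals3, went from 15.20 to 13.57. The macrophage list shares 1 gene with the Toll-like receptors and interleukins. The 13 markers of stromal progenitors and fibroblasts had a median of -0.73, with 12 of 13 below 0, from -1.39 for Ly6a to 0.14 for Sparc (camera adjusted p = 0.00248, fry adjusted p = 0.0961). The 8 tested markers of mammary epithelium had a median of 0.11, from -0.25 for Krt19 to 0.90 for Krt5, and did not pass (adjusted p = 0.673).

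Sequence of another strain kept around the targeted gene was tested by the share of called genes within 10 Mb of Slc39a13. It was 19 of 97 genes (19.6%), against 2844 of 15209 other genes (18.7%), a difference that Fisher's exact test did not call (two-sided p = 0.7944). In windows of 5 and 20 Mb the shares were 14 of 69 and 39 of 195. A share this close to that of the other genes does not exclude kept sequence that changes few genes. The 10 called genes of the window with the largest changes, Slc39a13 aside, were Tspan18 (1.54), Mybpc3 (-1.52), Spi1 (-1.49), 1700029I15Rik (1.27), Ptprj (-1.22), Chst1 (0.98), Mapk8ip1 (0.97), Hsd17b12 (0.95), Slc43a1 (0.87) and Pex16 (0.87). Spi1 and Mybpc3 are the next 2 genes on one side of Slc39a13 in the RefSeq annotation (GRCm38.p6). Mybpc3 was well above background on 2 of 3 Zip13-KO arrays, and with normexp background it had a log2 fold change of -0.49 and no call. Fewer macrophages could lower Spi1, whose fall of -1.49 (-1.491) lies within the range of the macrophage markers. An effect of the targeted allele on its neighbours and a change in macrophages cannot be told apart here, as no value distinguishes them.

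A mixture of males and females among the arrays is excluded. Xist was well above background on 0 of the 6 arrays, and Ddx3y lay at 10.82 to 11.14 on all 6. The paper's text does not name the sex of these mice.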
